# Extensive phenotypic characterization of a new transgenic mouse reveals pleiotropic perturbations in physiology due to mesenchymal *hGH* minigene expression

**DOI:** 10.1038/s41598-017-02581-8

**Published:** 2017-05-25

**Authors:** Aimilios Kaklamanos, Jan Rozman, Manolis Roulis, Niki Karagianni, Maria Armaka, Moya Wu, Laura Brachthäuser, Julia Calzada-Wack, Marion Horsch, Johannes Beckers, Birgit Rathkolb, Thure Adler, Frauke Neff, Eckhard Wolf, Valerie Gailus-Durner, Helmut Fuchs, Martin Hrabe de Angelis, George Kollias

## Abstract

The human growth hormone (*hGH*) minigene used for transgene stabilization in mice has been recently identified to be locally expressed in the tissues where transgenes are active and associated with phenotypic alterations. Here we extend these findings by analyzing the effect of the hGH minigene in TgC6hp55 transgenic mice which express the human TNFR1 under the control of the mesenchymal cell-specific CollagenVI promoter. These mice displayed a fully penetrant phenotype characterized by growth enhancement accompanied by perturbations in metabolic, skeletal, histological and other physiological parameters. Notably, this phenotype was independent of TNF-TNFR1 signaling since the genetic ablation of either *Tnf* or *Tradd* did not rescue the phenotype. Further analyses showed that the *hGH* minigene was expressed in several tissues, also leading to increased hGH protein levels in the serum. Pharmacological blockade of GH signaling prevented the development of the phenotype. Our results indicate that the unplanned expression of the *hGH* minigene in CollagenVI expressing mesenchymal cells can lead through local and/or systemic mechanisms to enhanced somatic growth followed by a plethora of primary and/or secondary effects such as hyperphagia, hypermetabolism, disturbed glucose homeostasis, altered hematological parameters, increased bone formation and lipid accumulation in metabolically critical tissues.

## Introduction

Early during the development of transgenic technologies in mice it was realized that homologous and heterologous intronic sequences and polyadenylation signals are essential for the stabilization and efficient expression of the transgene of interest^1, 2^. It was in the early 1990s when scientists, for this exact purpose, started using the so-called *hGH* minigene which consists of the entire human growth hormone coding region, including introns and a polyadenylation signal^3, 4^. At that time and for many years afterwards, it was believed that since the *hGH* minigene was the second cistron in the transgene-encoded mRNA, it would not be expressed. Therefore this technique was widely used in the generation of new transgenic lines^5–10^, especially in mice designed to express the Cre-recombinase. The number of mice that carry the *hGH* minigene nowadays exceeds 200^11^ (indicatively, only the different pancreatic β-cell specific transgenic mice are at least 22 as reported by Brouwers *et al*.^12^).

However, during the last years there has been an increasing number of publications reporting the expression of this minigene with subsequent effects on the mouse phenotype^12–18^. For example the expression of the *hGH* minigene specifically in the pancreatic β-cells of the mouse negatively affects β-cell physiology as well as glucose and insulin homoeostasis^12–14, 17^. Additionally, the expression of the *hGH* minigene in the mouse brain (either in the hypothalamus or in the pituitary) leads to growth defects and metabolic deregulations through its interaction with the endogenous GHRH-GH-IGF1 axis^15, 16, 18^. The finding that hGH can bind to and activate both the mouse GH receptor and the mouse prolactin receptor (PRLR)^19^ adds another level of complexity in the effects of the unplanned *hGH* minigene expression.

Unfortunately though, in the vast majority of the 200 transgenic mice mentioned above, the authors did not examine whether the *hGH* minigene was expressed, and if they did, they did not examine whether the produced hGH was functional^8, 20–22^. Furthermore, the publications that described the production and functionality of the hGH (coming from the *hGH* minigene) examined only the local effects at the tissue-site of expression and did not assess the possible systemic effects of circulating hGH occurring through less predictable mechanisms^12–18^. Therefore, the ‘safety’ and/or suitability of using mice containing this specific minigene is still debatable since only now we have started discovering the pitfalls related with this technique which has been in use for more than 20 years.

We have previously shown that TNF signaling through its receptor 1 (TNFR1) in the mesenchyme is sufficient to drive pathogenesis in mouse models of Rheumatoid Arthritis and Crohn’s-like Inflammatory Bowel Disease^23^. From the two receptors of TNF, named TNFR1 and TNFR2, human TNFR1 can recognize mouse TNF and vice versa, while this is not the case for TNFR2^24^. In order to study the role of TNF-TNFR1 signaling in the mesenchyme in a humanized background, we generated the TgC6hp55 transgenic mice which, additionally to the mouse *Tnfr1*, express the human TNFR1 specifically in the mesenchymal compartment under the control of the Col6a1 (simply CollagenVI or ColVI) promoter^25^. It has been previously shown in transgenic embryos that the CollagenVI promoter is active in mesenchymal cells in many different tissues like skin insertions of the superficial aponeurosis, joints, nerves, intervertebral discs, vibrissae, skeletal muscle, meninges, tendons, subepidermal mesenchyme, heart, blood vessels, adipose tissue, cartilage, central nervous system and retina (ectopic expression), while there are some hints for expression in other tissues like lungs, intestine, kidney, periosteum, perichondrium, serosae, bladder^25^.

Here we show that the expression of the *hGH* minigene in the CollagenVI expressing mesenchymal cells in various tissues can lead to previously undescribed alterations in mouse physiology. The extensive phenotypic characterization of the transgenic mice TgC6hp55 discovered no signs of spontaneous inflammation and/or autoimmunity but revealed a variety of perturbations in many different aspects of their physiology including somatic growth, skeletal characteristics, as well as histological alterations in the liver and adipose tissue that suggested enhanced lipid storage. Many findings resemble effects of transgenic systemic growth hormone overexpression. Our molecular analysis uncovered the expression of the *hGH* minigene in different tissues and our pharmacological experiments confirmed the causal relation between the produced hGH and the observed phenotype. Our findings describe for the first time the plethora of local and/or systemic effects that the *hGH* minigene can have when expressed in the mesenchymal compartment.

## Results

### Generation of the TgC6hp55 transgenic mice and assessment of transgene expression

For the generation of the TgC6hp55 mice, a 1.5 kb fragment encompassing the *hTNFR1* coding DNA sequence (CDS)^26^ was inserted downstream of the 7.5 kb 5′-flanking region of the *CollagenVI*(*a1*) promoter^25^, followed by a 2.1 kb *hGH* minigene^27^ (Fig. 1A). Transgenic integration was confirmed by PCR analysis. One male mouse that was found to carry the transgene was used for the establishment of the TgC6hp55 mouse line (Founder 1) (Fig. 1B). Next, following the same procedure, we generated a second mouse carrying the same transgene (Founder 2). The mouse lines were backcrossed to a C57BL/6J background for more than 8 generations. Q-PCR analysis of the transgene copy number showed the insertion of 2 copies into the mouse genome of the first founder and of 14 copies into the mouse genome of the second founder. Despite the difference in copy number between the two founders, the two transgenic mouse lines exhibited exactly the same body weight, suggesting that the difference in copy number does not have a different effect on the gross phenotype (Fig. 1C). Therefore, in order to avoid extra complications due to the increased copy number described in the second founder, we focused our main analysis to the first founder.

**Figure 1:**
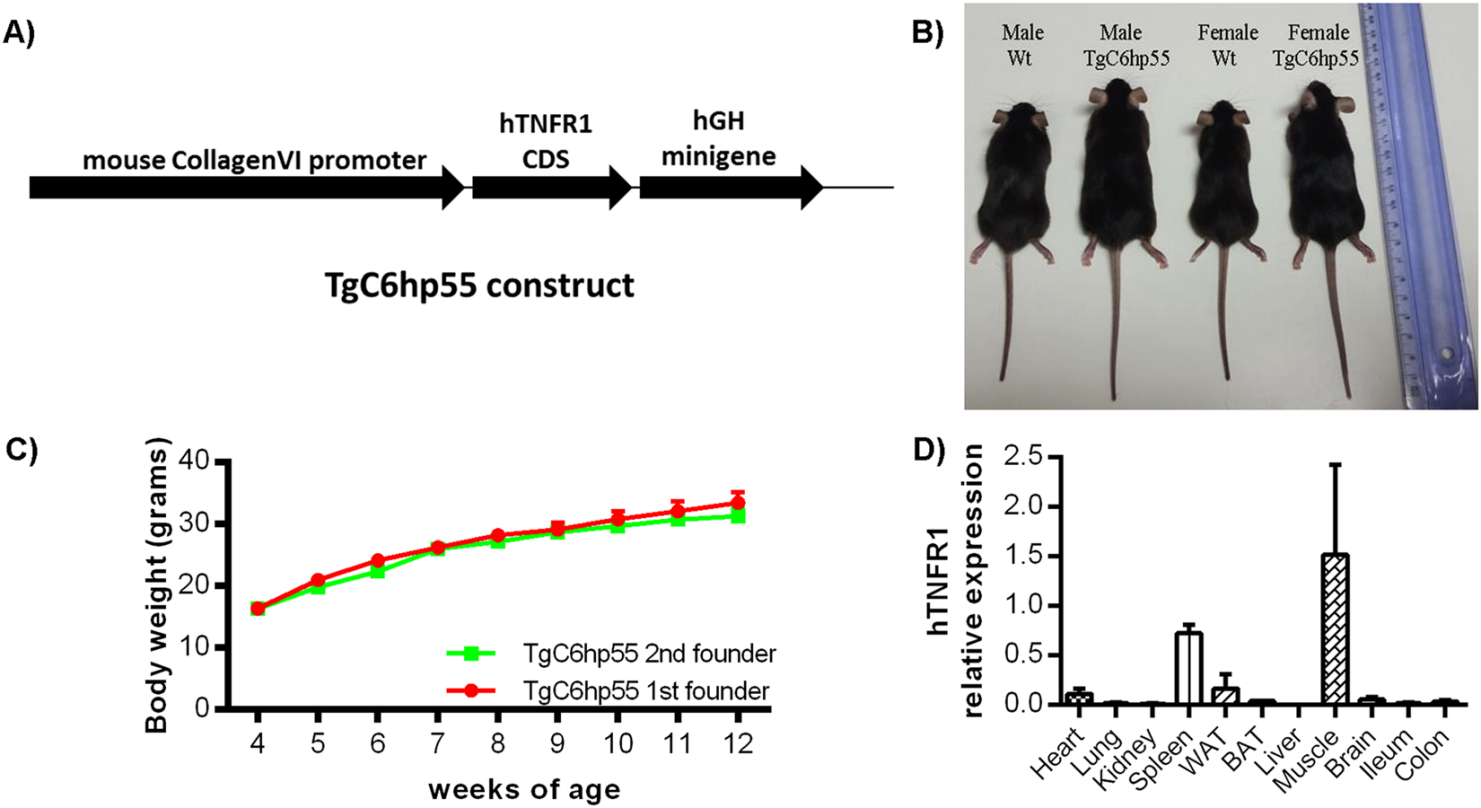
TgC6hp55 mice express the human TNFR1 under the CollagenVI promoter and show increased body size. **(A)** The construct used for the generation of the TgC6hp55 mice. **(B)** Macroscopic comparison of male and female transgenic mice versus their wild type littermates at the age of 3 months. **(C)** Comparison of the body weights of the two founders and the transgenic mice coming from them. At all time points there is no statistically significant difference between the two curves. **(D)** Q-PCR analysis for the detection of the human TNFR1 mRNA in different tissues from n = 3 TgC6hp55 mice. WAT, abdominal white adipose tissue; BAT, brown adipose tissue.

Q-PCR analysis in different tissues of the TgC6hp55 mice confirmed human TNFR1 expression from the transgene. High expression levels were found in skeletal muscle and spleen, followed by lower levels of expression in abdominal white adipose tissue (WAT) and heart, expression at detection levels in lung, kidney, brown adipose tissue (BAT), brain, ileum and colon and no expression (or expression below detection levels) in the liver (Fig. 1D). Skeletal muscle, heart and intestine are typical sites of CollagenVI expression, while lung, kidney, liver, brain and adipose tissue have also been reported to express CollagenVI in some cases^23, 25^. As for the spleen, although it is not regarded as a typical CollagenVI expressing tissue, we have recently shown that there are cells in the spleen that express CollagenVI^28^. Therefore the expression pattern of the transgene is in agreement with the mesenchymal expression of CollagenVI in different tissues.

### TgC6hp55 transgenic mice show enhanced somatic growth accompanied by alterations in various parameters of their physiology

The phenotypic characterization of the TgC6hp55 mice in collaboration with the German Mouse Clinic (GMC) included macroscopic examination as well as examination regarding bone/skeletal morphology, hematological and biochemical blood parameters, immunology, neurology, nociception, allergies, cardiovascular system and eye morphology/function^29, 30^. (The phenotyping pipeline used is described in detail in the Materials and Methods section).

TgC6hp55 mice showed by 3 weeks of age an increased body weight as compared to their wild type littermates (Fig. 2A and Supplementary Fig. S1) and an increased body length as assessed in three different time points (1 month, 3 months and 11 months old) (Fig. 2B). MicroCT analysis of the right femur showed that TgC6hp55 mice also had increased bone length (Fig. 2C and D). At the same time points, as shown in Fig. 2E, most of the organs from the transgenic mice were heavier than their controls’. Furthermore, as shown in Fig. 2F, the normalized weights of these organs did not differ significantly from their controls’, indicating a generally enhanced somatic growth. Only white adipose tissue’s (WAT) normalized weight was increased in the transgenic mice hinting towards an additional obesity-like phenotype. A whole body composition analysis at the age of 13 weeks (also repeated at 19 weeks) using quantitative Nuclear Magnetic Resonance (qNMR) showed an increase in both lean and fat mass in the transgenic mice (Supplementary Fig. S2). When normalized according to total body weight, the fat mass was found to be increased in the TgC6hp55 mice while the lean mass slightly decreased (Supplementary Fig. S2). Analysis using linear regression analysis of the fat tissue mass weight in correlation to body weight (Fig. 2G) according to Packard and Boardman^31^ confirmed that the normalized total fat tissue weight in the TgC6hp55 mice is bigger than in wt.

**Figure 2:**
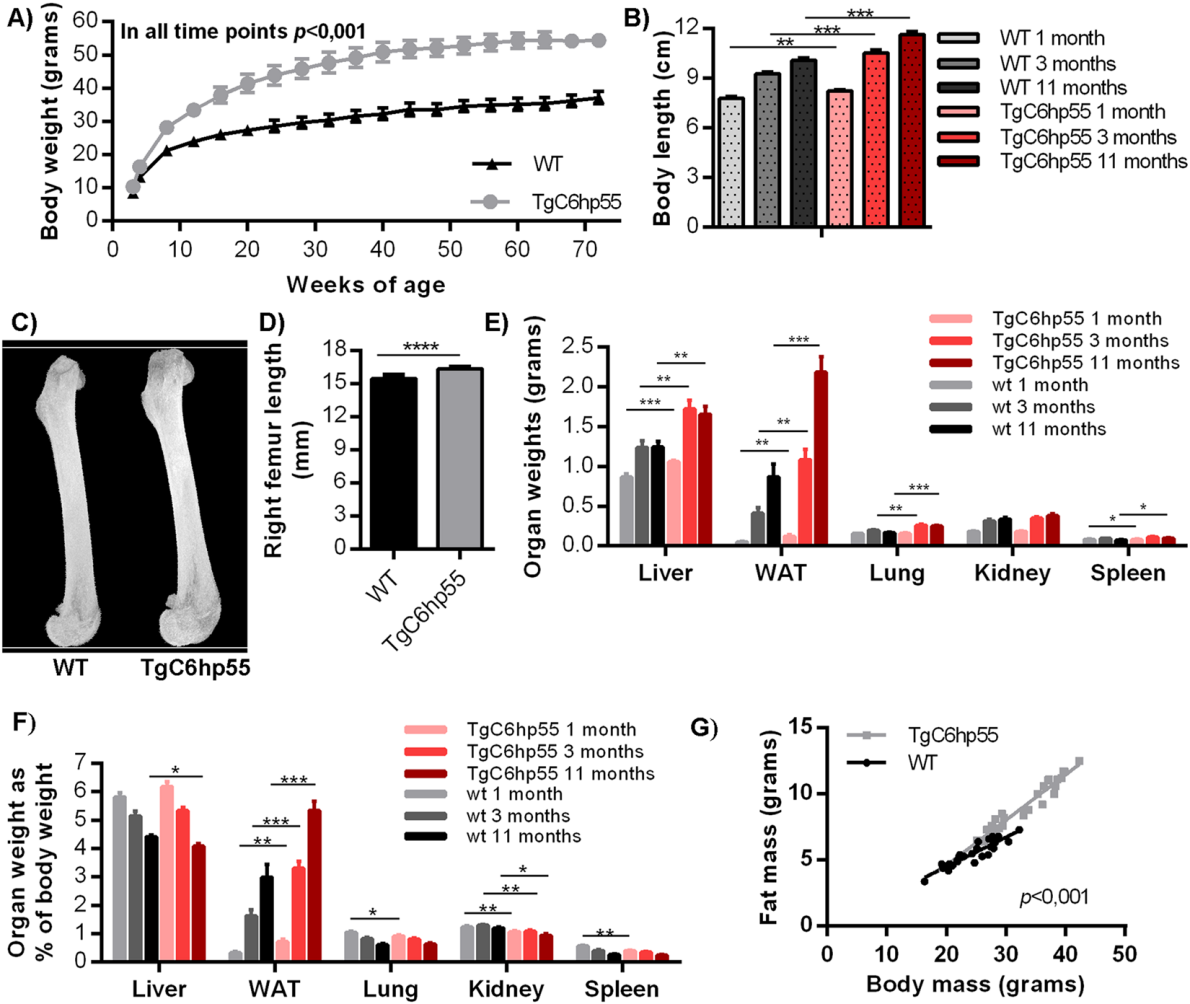
TgC6hp55 mice show enhanced somatic growth with some additional obesity-like characteristics. **(A)** Body weight curve performed in wt (n = 10) and TgC6hp55 (n = 10) mice coming from Founder 1 from the age of 3 weeks till the age of 72 weeks. **(B)** Comparison of the body length of wt and TgC6hp55 mice at the age of 1, 3 and 11 months. As body length we measured the distance from the tip of the mouse nose to the base of its tail. At 1 month n = 10 wt and n = 10 TgC6hp55 mice were compared, while at 3 months n = 8 wt and n = 8 TgC6hp55 and at 11 months n = 7 wt and n = 9 TgC6hp55. **(C)** Comparison of the right femur length of wt (n = 7) and TgC6hp55 (n = 6) mice at the age of 3 months using microCT analysis. **(D**) Quantification of the microCT analysis data presented in (**C**). **(E**) Comparison of liver, abdominal white adipose tissue (WAT), lung (both lungs), kidney (both kidneys) and spleen weight of the wt and TgC6hp55 mice shown in (**B**) at the age of 1, 3 and 11 months. **(F)** Comparison of the normalized organ weights from (**E**) expressed as % of the mouse body weight at the age of 1, 3 and 11 months. **(G)** Linear regression analysis of the fat tissue mass in correlation with body mass in wt (n = 30) and TgC6hp55 (n = 29) at the age of 13 weeks. Data represent mean ± SEM.

A 2-days indirect calorimetry analysis including monitoring of food uptake revealed that TgC6hp55 mice are both hyperphagic (increased energy uptake) and hypermetabolic (increased energy expenditure) (Supplementary Fig. S3) with their total daily energy surplus (daily energy uptake of metabolizable energy minus daily energy expenditure) being positive and increased (Fig. 3A). Additionally, examination of the glucose homeostasis and insulin sensitivity using an intraperitoneal glucose tolerance test (ipGTT) (Fig. 3B), an intraperitoneal insulin tolerance test (ipITT) (Fig. 3C) and a hyperinsulinemic-euglycemic clamp [including glucose infusion rate (GINF) (Fig. 3D) and insulin sensitive suppression of endogenous hepatic glucose production (Fig. 3E)] revealed that the TgC6hp55 mice were insulin resistant. Nevertheless, they stayed normoglycemic under steady-state conditions (Fig. 3F) due to the hyperinsulinemia they were exhibiting accompanied by an enhanced glucose stimulated insulin secretion (GSIS) (Fig. 3G) which both resulted in normal glucose uptake from the skeletal muscle and the WAT (Fig. 3H). This enhanced glucose-stimulated insulin secretion can also explain the decreased blood glucose levels observed in the TgC6hp55 mice during the ipGTT shown in Fig. 3B. Finally, the 2-days indirect calorimetry uncovered an interesting increase in carbohydrate utilization by the transgenic mice during the night (the time when nocturnal animals like mice have increased energy demands), while lipid oxidation was unaffected (Fig. 3I). In agreement to the above described metabolic characteristics of the TgC6hp55 mice, histological analysis detected a progressive lipid accumulation in the liver of the TgC6hp55 mice which developed into a moderate macrovesicular hepatic steatosis (Fig. 4A) accompanied by decreased hepatic glycogen storage (Fig. 4B) as well as increased white adipocyte size (Fig. 4C). Furthermore and in correlation with these findings, gene expression analyses performed in the liver of the TgC6hp55 mice revealed the regulation of genes functionally associated with metabolism of lipids, carbohydrates and proteins, metabolic diseases like obesity and inflammatory processes (GSE95345).

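Liver mRNA of 4 wild type and 4 TgC6hp55 male mice, all aged 21 weeks, was measured on Illumina Mouse Ref-8 v2.0 Expression BeadChips, with 1 array per liver. On these arrays the brightness of beads that carry a gene's probe reports the level of its mRNA. The authors deposited intensities from GenomeStudio 2011.1, both before normalization and after cubic spline normalization, and a detection p-value for each probe and array before normalization. The values given here start from the intensities before normalization, which go down to -16, so that a background had already been subtracted, a step that the methods do not state. The mean signal per array ranged from 167 to 179 (median 178) in the wild type livers. In the TgC6hp55 livers it ranged from 112 in replicate 4 to 224 in replicate 3 (median 160). Of 25697 probes, 11005 to 11269 were detected on the wild type arrays and 10541 to 12011 on the TgC6hp55 arrays, at a detection p under 0.05. The number of arrays limits the precision of all values. Signals were corrected for remaining background by the normexp method, using the detection p-values and an offset of 16, and were then quantile normalized on the log2 scale with limma. The 11100 probes detected on at least 4 of the 8 arrays were kept. Each gene was represented by its probe with the highest mean signal, which gave 7882 genes and 658 probes without a gene name. The groups were compared with limma's moderated test, and p-values were adjusted by Benjamini-Hochberg over these 8540 features. At an adjusted p under 0.05, 942 features (11.0%) differed, 557 of them higher and 385 lower in the TgC6hp55 livers. At an unadjusted p under 0.05 the number was 2092. For 1431 features (16.8%) every TgC6hp55 liver lay on the same side of every wild type liver, where chance gives 2.86%. The number of changed features was 293 with median scaling in place of quantile normalization, 624 with no further background correction, 585 with a plain unpaired test of each gene, the kind that the paper's statistics section names, and 620 without wild type replicate 2. Changes are given as log2 fold changes of TgC6hp55 over wild type. For a gene detected in no liver of one group, the fold is a lower bound, computed with signals under the lowest detected signal of their array raised to that signal. For a gene detected on 1 array of a group, a fold computed in this way is given too. The comparison, its alternatives, 35 lists of genes by function or cell type and the rule for choosing the genes to be named were fixed before the data were examined. The exception is the set of probes tested when a liver was left out, which was settled after a first run. Each list was compared with all other genes by limma's camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the data. Camera p-values were adjusted over the 31 lists with enough measured members. With the estimated correlation, no list of metabolism, obesity or inflammation had an adjusted p under 0.05.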

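Among the largest decreases in the TgC6hp55 livers was that of Hsd3b5 (probe ILMN_1234449), at least 152-fold, with a fitted log2 fold change of -7.45 (standard error 0.13, adjusted p = 8.06e-12 from limma). Its log2 signal was 11.86 ± 0.18 (SD, n = 4) in the wild type livers and 4.41 ± 0.23 (SD, n = 4) in the TgC6hp55 livers, where 1 array detected it. Cyp4a12a, also detected on 1 TgC6hp55 array, was at least 151-fold lower (fitted -7.35, standard error 0.19, adjusted p = 1.20e-10), and Cyp4a12b, which no TgC6hp55 array detected, was at least 84.5-fold lower. The order of these genes is not settled, since the TgC6hp55 signals lie at background. The other genes among the 12 largest decreases without overlap between the groups were Cyp2d9, Mup21, Serpina1e, Serpina4-ps1, Nat8, Elovl3, Gm4956, C6 and Serpina12. Their fitted log2 fold changes ran from -5.96 for Cyp2d9 to -3.61 for Serpina12, for which another probe gave -0.92. Gm4956, detected on no TgC6hp55 array, was at least 12.7-fold lower, and Serpina4-ps1 and Elovl3, each detected on 1 TgC6hp55 array, were at least 20.2-fold and 16.6-fold lower. Among the largest increases was that of Cyp2b9 (probe ILMN_2617625), detected on 3 of the 4 wild type arrays, at a fitted 7.72 (standard error 0.14, adjusted p = 8.06e-12), from a log2 signal of 4.71 ± 0.26 (SD, n = 4) to 12.43 ± 0.19 (SD, n = 4). Cyp2b13, A1bg, Cyp2b23, Slc22a26 and Cux2 were detected in no wild type liver. They were at least 88.2-fold, 76.9-fold, 62.8-fold, 8.95-fold and 8.78-fold higher, respectively. The 12 largest increases also held Acot3 with 5.56, Cyp17a1 with 4.81, Mt1 with 4.16, Hamp2 with 3.92, Eci3 with 3.75 (detected on 3 of the 4 wild type arrays) and Cyp2b10 with 3.54. All of these genes kept their direction and an adjusted p under 0.05 in every alternative run that gives one, and SAM called them too. Probes of close paralogs, such as the Cyp2b, Cyp4a12 and Mup genes, may share signal, and this was not tested.

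**Figure D1:**
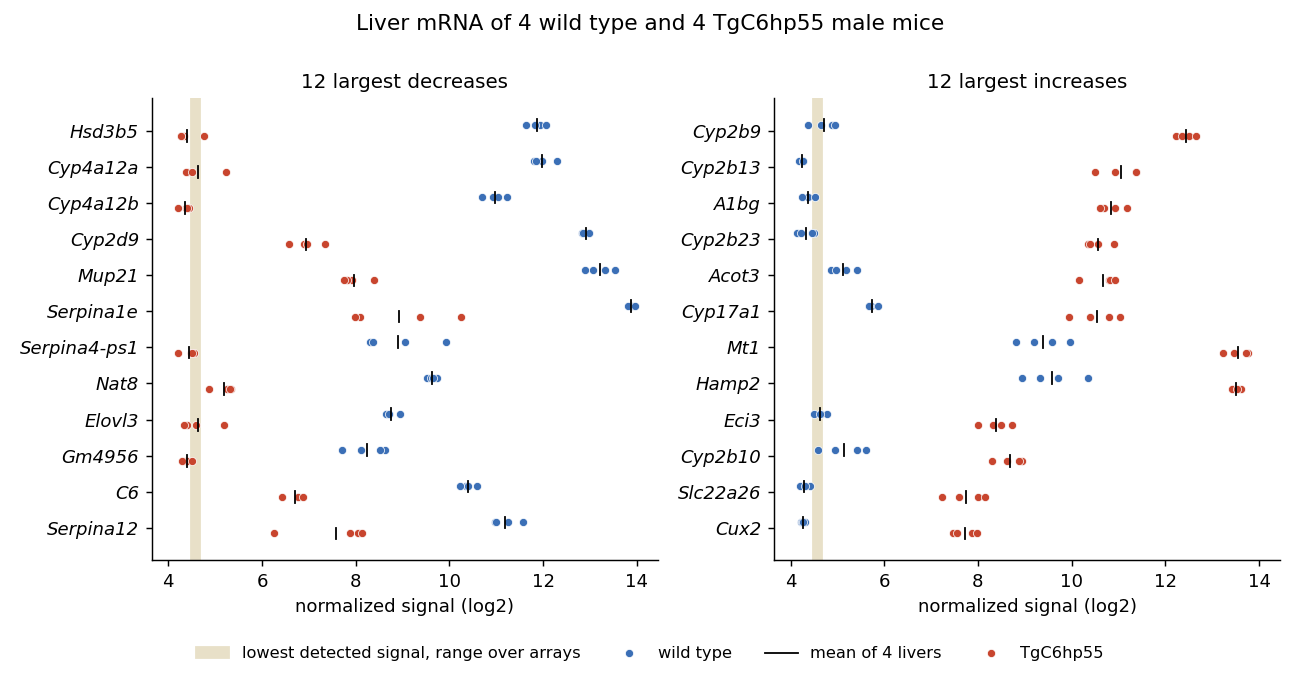
Normalized log2 signal of the 12 genes with the largest decreases and the 12 with the largest increases among changed genes whose groups do not overlap, 1 point per liver (4 wild type, 4 TgC6hp55), with a line at the mean of each group. The shaded band spans the lowest detected signals of the 8 arrays, and points in or under it are at background, as for Hsd3b5 in the TgC6hp55 livers and Cyp2b13 in the wild type livers.

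Lipid metabolism was measured by 6 of the lists. Among 27 genes of fatty acid oxidation and ketogenesis, 9 were higher and 0 lower in the TgC6hp55 livers (12 higher when adjusted over the list alone). The median log2 fold change of this list was 0.28 (camera adjusted p = 7.47e-08, and 0.107 with the estimated correlation). With median scaling 5 were higher and the median was 0.14. Apart from Acot3, its leading members were Cyp4a14 with 3.42 (standard error 0.49, adjusted p = 8.22e-04), Acot4 with 2.47 (standard error 0.11, adjusted p = 1.71e-08) and Acot1 with 1.51 (standard error 0.18, adjusted p = 1.62e-04). Of the 27 genes, 4 are also members of other lists. Acot3 and Cyp4a14 are also on the list of female-biased liver genes. Elovl3 and Cyp7b1, given below, are also on the list of male-biased liver genes. The changes of these genes are therefore not particular to lipid metabolism. Of 20 genes of fatty acid synthesis and desaturation, 2 were higher and 2 lower (6 higher and 3 lower when adjusted over the list alone), with a median of 0.056 and a camera adjusted p of 0.800. With a liver left out, 2 to 4 were higher and 1 to 2 lower, and the median ran from -0.032 to 0.15. Elovl3 fell at least 16.6-fold, being detected on 1 of the 4 TgC6hp55 arrays (fitted log2 fold change -4.13, standard error 0.17, adjusted p = 9.95e-09). Elovl6 rose by 0.84 (adjusted p = 0.0104) and Fads1 by 0.42 (adjusted p = 0.0118), but neither passed under median scaling. Elovl2 fell by 0.49 (adjusted p = 0.0181), which did not pass without wild type replicate 1 (0.0575) or 2 (0.0562). Of 20 genes of triglyceride synthesis and lipid droplets, 2 were higher and 0 lower, the same counts as when adjusted over the list alone, with a median of 0.012 (camera adjusted p = 0.643). These were G0s2 with 1.09 (adjusted p = 0.00764) and Pparg with 0.61 (adjusted p = 0.0181). Under median scaling neither passed, and Pparg did not pass without wild type replicate 1 or 2 or TgC6hp55 replicate 1. Of 13 genes of fatty acid uptake and transport, 2 were higher and 2 lower, also when adjusted over the list alone (median 0.011, camera adjusted p = 0.906). Vldlr, detected on 2 of the 4 wild type arrays, rose by 3.27 (standard error 0.18, adjusted p = 1.68e-07) and Apoa4 by 1.13 (standard error 0.14, adjusted p = 2.17e-04). Fabp5, detected in no TgC6hp55 liver, was at least 1.80-fold lower. Apoa5 fell by 0.67 (adjusted p = 0.0370), and its adjusted p was 0.0565 to 0.114 without wild type replicate 2 or 4 or TgC6hp55 replicate 1, 3 or 4. None of 18 genes of cholesterol synthesis passed in limma, over all features or over the list alone. At an unadjusted p under 0.05, 2 of these were higher and 1 lower, and the plain unpaired test and SAM, even without its fold threshold, called 0 (median -0.055, camera adjusted p = 0.924). Of 16 genes of bile acid synthesis and transport, 2 were higher and 2 lower (3 and 4 when adjusted over the list alone, median -0.022, camera adjusted p = 0.452). Cyp7b1 fell by 3.52 (standard error 0.21, adjusted p = 4.27e-07) and Cyp27a1 by 0.72 (adjusted p = 0.00358), the latter not passing with median scaling (0.0513). Cyp7a1 rose by 1.89 (adjusted p = 0.0193), but did not pass without TgC6hp55 replicate 2 (0.0556) or 3 (0.0538). Abcg5 rose by 0.51 (adjusted p = 0.0436) and passed in 2 of the 8 fits that each leave out a liver. More calls of this paragraph ended in other settings. These were Elovl2, Apoa5 and Abcg5 with median scaling, Pparg, Apoa5, Cyp7a1 and Abcg5 with no further background correction and also with no filter on dim probes, Apoa5 and Abcg5 with the authors' normalized values, Cyp7a1 with a variance trend and robust estimation, Abcg5 with the replicate block, and Elovl2, Elovl6, G0s2, Pparg, Apoa5, Cyp7a1 and Abcg5 with the plain unpaired test. SAM on the authors' values, with the paper's fold over 1.7, did not call Elovl2, Fads1, Pparg, Apoa5, Cyp27a1 and Abcg5.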

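Carbohydrate metabolism was measured by 2 of the lists and protein metabolism by 5. Among 22 genes of glycolysis and gluconeogenesis, 2 were higher and 0 lower in the TgC6hp55 livers (3 higher when adjusted over the list alone), with a median log2 fold change of 0.12 (0.0082 with median scaling) and a camera adjusted p of 0.173. Hk2 was higher by 0.89 (standard error 0.18, adjusted p = 0.00711) and Hk3 by 0.76 (standard error 0.17, adjusted p = 0.0140), each detected on 3 of the 4 wild type arrays. Without wild type replicate 2 the adjusted p of Hk3 was 0.0515, and with no further background correction neither gene passed (0.0636 for Hk2 and 0.0822 for Hk3). Of 13 genes of glycogen metabolism, 0 were higher and 1, Stbd1, was lower, by -0.56 (standard error 0.16, adjusted p = 0.0463). Stbd1 passed in 2 of the 8 fits that each leave out a liver, and 0 genes of this list passed when adjusted over the list alone (median -0.027, camera adjusted p = 0.715). Of 30 genes of amino acid catabolism, 2 were higher and 2 lower, also when adjusted over the list alone (median -0.018, camera adjusted p = 0.906). Tdo2 was lower, at -0.69 (standard error 0.15, adjusted p = 0.0123), as was Kynu, at -0.48 (standard error 0.09, adjusted p = 0.00655). Agxt was higher, at 0.51 (standard error 0.13, adjusted p = 0.0236), as was Gldc, at 0.43 (standard error 0.10, adjusted p = 0.0216). With median scaling between the arrays none of these 4 passed. Agxt also lost its call without wild type replicate 1, 2 or 3 or TgC6hp55 replicate 2 (0.0566 to 0.0691), and Gldc without wild type replicate 1 or 3 or TgC6hp55 replicate 1 (0.0548 to 0.0670). None of 8 genes of the urea cycle passed in limma, over all features or over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05 (median -0.18, or -0.31 with median scaling and -0.10 without wild type replicate 2, camera adjusted p = 0.266). The plain unpaired test and SAM, even without its fold threshold, also called 0 of them. Without TgC6hp55 replicate 1, Slc25a13 passed with -0.56 (adjusted p = 0.0254), and without TgC6hp55 replicate 3, Cps1 passed with -0.57 (adjusted p = 0.0120). Of 5 measured genes of amino acid synthesis, 1 was lower and 0 were higher (1 lower and 1 higher, Shmt1, when adjusted over the list alone, camera adjusted p = 0.715). The lower gene was Asns, detected in all 4 wild type livers and in 0 TgC6hp55 livers, and at least 4.22-fold lower (adjusted p = 1.04e-04). Shmt1 was picked for naming after its values were seen. Among 16 ER chaperones and genes of the unfolded protein response, 2 were lower and 0 higher (6 lower when adjusted over the list alone, 2 to 4 with a liver left out and 4 with array weights). Their median was -0.27, with a camera adjusted p of 4.89e-04 and of 0.191 with the estimated correlation. Pdia6 was lower, at -0.94 (standard error 0.16, adjusted p = 0.00286), as was Xbp1, at -0.53 (standard error 0.12, adjusted p = 0.0118), which did not pass with median scaling (0.107). Among 23 proteasome genes, 2 were lower and 0 higher (3 lower when adjusted over the list alone), with a median of -0.13, a camera adjusted p of 0.00217 and 0.282 with the estimated correlation. With median scaling the median was -0.26. Psmd14 was lower, at -0.51 (standard error 0.11, adjusted p = 0.0100), but did not pass with median scaling (0.241). Psmb7, at -0.41 (standard error 0.11, adjusted p = 0.0382), passed in 2 of the 8 fits that each leave out a liver, and 2 other probes for it gave -0.34 and -0.22 and did not pass. More calls of this paragraph ended in other settings. These were Hk3, Stbd1 and Psmb7 with median scaling, Stbd1, Agxt and Psmb7 with no further background correction, these and Hk3 with no filter on dim probes, Stbd1 and Psmb7 with the authors' normalized values, Stbd1 with the replicate block, and Hk2, Hk3, Stbd1, Agxt, Tdo2 and Psmb7 with the plain unpaired test. SAM on the authors' values, with the paper's fold over 1.7, did not call Hk3, Stbd1, Agxt, Gldc, Tdo2, Kynu, Xbp1, Psmd14 and Psmb7, although the fold of Hk3 was over 1.7 there.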

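Of 15 markers of obesity and hepatic steatosis, 5 were higher and 1 was lower in the TgC6hp55 livers (8 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.51, with a camera adjusted p of 0.0169 and of 0.157 with the estimated correlation. With no filter on dim probes, which raised the number of measured markers to 25, the median was 0.076 (camera adjusted p = 0.0854), and with a detection p under 0.01 the camera adjusted p was 0.0563. With median scaling, with no further background correction or in the plain unpaired test 3 were higher. The markers that were higher were Vldlr, Apoa4, G0s2 and Pparg, whose values stand with the lipid genes, and Ly6d, detected in no wild type liver and at least 1.45-fold higher. The marker that was lower was Igfbp2, at -0.60 (standard error 0.14, adjusted p = 0.0179), which did not pass without wild type replicate 4 (0.0505), with no further background correction, with no filter on dim probes, in the plain unpaired test or in SAM. Ly6d did not pass with no further background correction. As many as 10 of the 15 markers are also members of other lists. Inflammation was measured by 3 lists. Among 29 acute phase genes, 9 were higher and 1 was lower, also when adjusted over the list alone (median 0.15, camera adjusted p = 6.09e-04, and 0.111 with the estimated correlation). With median scaling 5 were higher and the median was 0.058, and SAM called 5 higher and the plain unpaired test 6. After Mt1 and Hamp2, the largest changes were those of Mt2, detected on 1 of the 4 wild type arrays and at least 2.70-fold higher, with a fitted 1.60 (standard error 0.15, adjusted p = 2.46e-05) and Lcn2 with 1.25 (standard error 0.23, adjusted p = 0.00448). Lcn2 did not pass in the plain unpaired test. The gene that was lower was Lrg1, at -0.77 (adjusted p = 0.00208), while Saa1, Saa2, Saa3 and Hp did not pass (adjusted p from 0.310 for Saa2 to 0.941 for Saa1). These last 5 genes were picked for naming after their values were seen. Among 20 targets of TNF and NF-kB and chemokines, 7 were higher and 0 lower (11 higher when adjusted over the list alone). Their median was 0.42, or 0.39 with genes at their bounds, with a camera adjusted p of 2.86e-05 and of 0.107 with the estimated correlation. With median scaling or in the plain unpaired test 4 were higher. The median was 0.094 over the 34 members measured with no filter on dim probes and 0.78 with no further background correction. Vcam1 rose by 1.48 (standard error 0.12, adjusted p = 7.24e-06), Cxcl9 by 1.20 (standard error 0.09, adjusted p = 5.36e-06), Il1rn by a fitted 0.85 (standard error 0.16, adjusted p = 0.00475) and Ccl5 by 0.83 (standard error 0.13, adjusted p = 0.00184). Il1rn was detected on 1 of the 4 wild type arrays, so that its rise was at least 1.64-fold, and it did not pass in the plain unpaired test (0.0518). Ccl5 was detected on 3 of them. Tnf was detected on 0 of the 8 arrays. The log2 fold change of Tnfrsf1a was 0.084 (standard error 0.13, adjusted p = 0.745). Among 26 interferon targets, 19 were higher and 0 lower (20 higher and 1 lower when adjusted over the list alone), with a median of 0.76 (camera adjusted p = 6.59e-11, and 0.151 with the estimated correlation). Gbp3 rose by 1.92 (standard error 0.25, adjusted p = 4.32e-04), Igtp by 1.50 (standard error 0.12, adjusted p = 6.45e-06), Ifit3 by 1.28 (standard error 0.23, adjusted p = 0.00448) and Gbp2 by 1.25 (standard error 0.12, adjusted p = 4.32e-05). Other probes for Ifit3 gave 0.81 (adjusted p = 0.0134) and 0.47 (adjusted p = 0.257, which does not pass), and the plain unpaired test gave Ifit3 an adjusted p of 0.0669. With median scaling 7 interferon targets were higher and 0 lower, and with no further background correction 10 were higher and 0 lower. SAM called 11 higher and the plain unpaired test 6. Of 11 Kupffer cell and macrophage markers, 4 were higher and 0 lower (10 higher when adjusted over the list alone, median 0.91, camera adjusted p = 3.50e-05, and 0.351 with the estimated correlation). The number of higher macrophage markers went from 1 without wild type replicate 2 or TgC6hp55 replicate 1 or 3, over 2 without wild type replicate 4 or TgC6hp55 replicate 2, to 8 without wild type replicate 3. With array weights it was 7, with the replicate block 6, with the authors' normalized values and in SAM 2, with median scaling 1, and with no further background correction, with no filter on dim probes or in the plain unpaired test 0. Of 12 endothelial markers, 2 were higher and 0 lower (10 higher when adjusted over the list alone, median 0.37, camera adjusted p = 7.09e-05, and 0.336 with the estimated correlation), and with median scaling, and in SAM with its fold threshold, 0 were higher, in the plain unpaired test 1, and 3 with array weights or without TgC6hp55 replicate 4. Where the paper reports the regulation of these groups in the liver, it names no single gene. It presents this regulation as in correlation with the metabolic findings before it and with the changes in liver and white adipose tissue of Fig. 4.

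**Figure D2:**
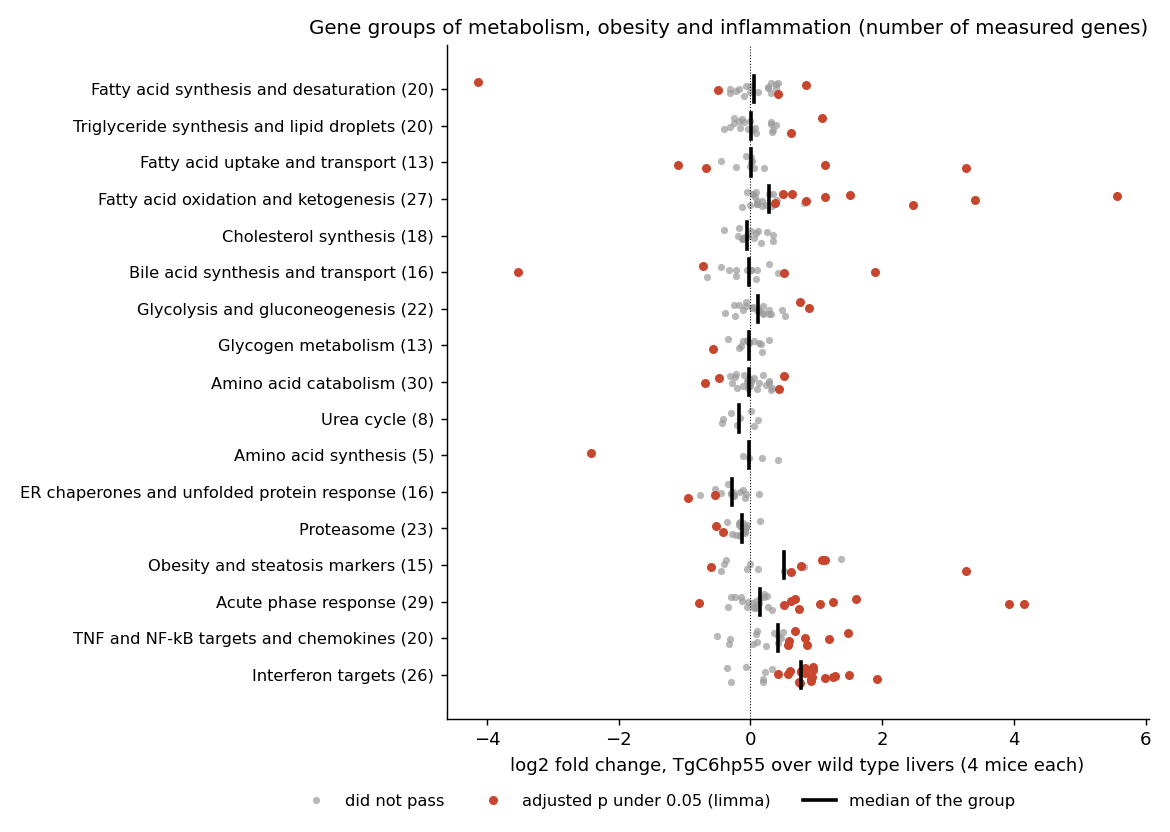
Log2 fold change (TgC6hp55 over wild type, 4 livers each) of every measured gene in the lists of metabolism, obesity and inflammation, with the number of measured genes in brackets. Red points had an adjusted p under 0.05 from limma, grey points did not, and the black line marks the median, which is 0.76 for the interferon targets and 0.012 for triglyceride synthesis and lipid droplets.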

**Figure 3:**
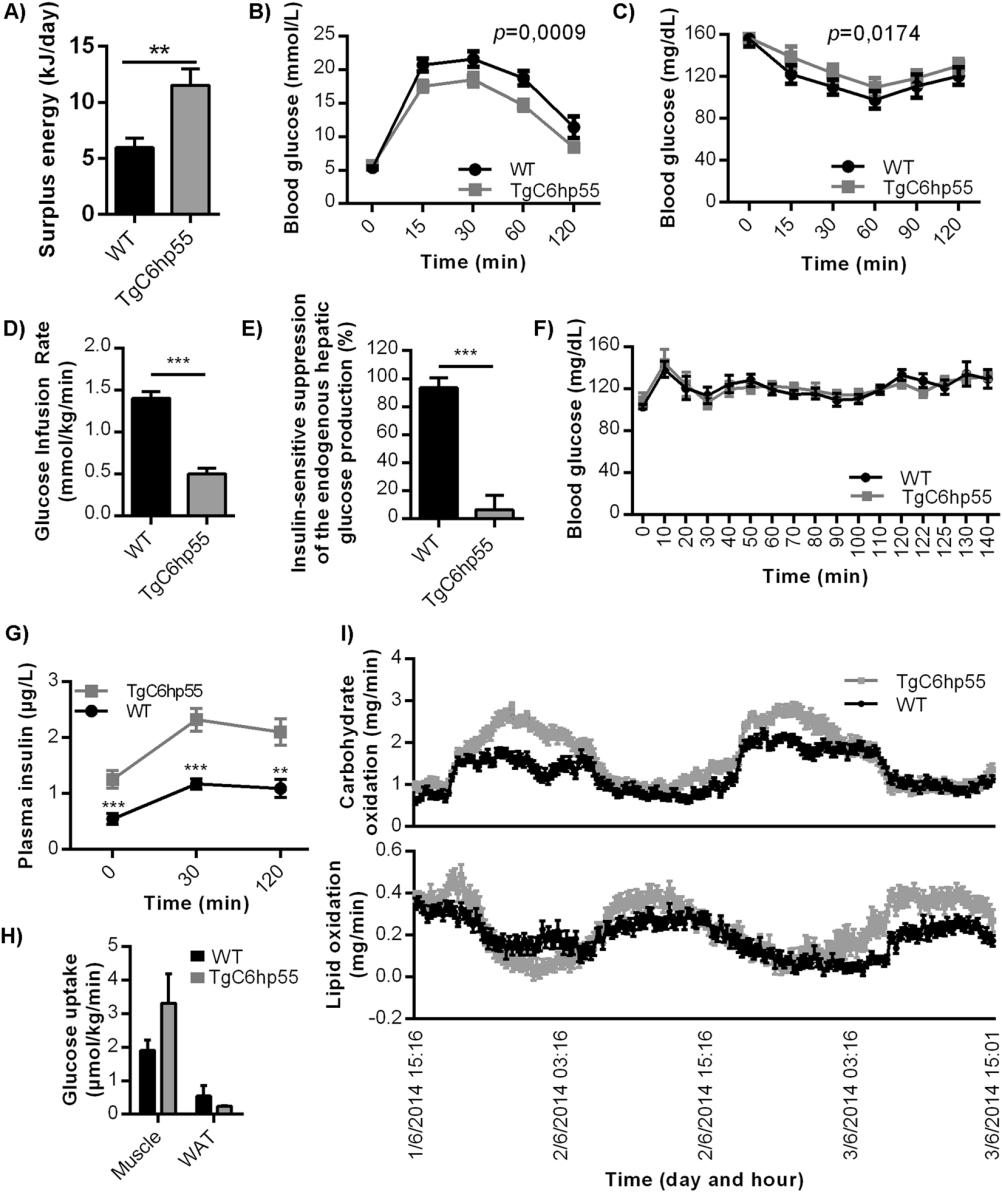
TgC6hp55 mice show increased energy surplus and are normoglycemic despite perturbed insulin sensitivity. **(A)** Comparison of the daily energy surplus between wt and TgC6hp55 mice (n = 15 wt and 11 TgC6hp55). **(B)** Intraperitoneal Glucose Tolerance Test (ipGTT) performed in wt (n = 16) and TgC6hp55 (n = 13) mice. *p* value represents the comparison between the Area Under the Curve for the wt versus TgC6hp55 mice. **(C)** Intraperitoneal Insulin Tolerance Test (ipITT) performed in wt (n = 16) and TgC6hp55 (n = 13) mice. *p* value represents the comparison between the Area Under the Curve for the wt versus TgC6hp55 mice. **(D)** Comparison of the Glucose Infusion Rate needed in order to retain euglycemia in the mice during the hyperinsulinemic-euglycemic clamp (n = 7 wt and 6 TgC6hp55 mice). **(E)** Comparison of the Insulin-Sensitive Suppression of the Endogenous Hepatic Glucose Production during the hyperinsulinemic-euglycemic clamp in n = 8 wt and n = 7 TgC6hp55 mice. **(F)** Blood glucose levels during the basal period of the hyperinsulinemic-euglycemic clamp. **(G)** Measurement of the Glucose Stimulated Insulin Secretion during the ipGTT shown in Fig. 3C. (**H**) Comparison of the glucose uptake from the skeletal muscle (gastrocnemius muscle) and from the white adipose tissue (epididymal white adipose tissue) in wt (n = 6) and TgC6hp55 (n = 6) mice. **(I)** Comparison of the carbohydrate and lipid oxidation during a 2-days calorimetry in n = 16 wt and n = 15 TgC6hp55 mice. Only the differences observed in the carbohydrate oxidation were statistically significant.

**Figure 4:**
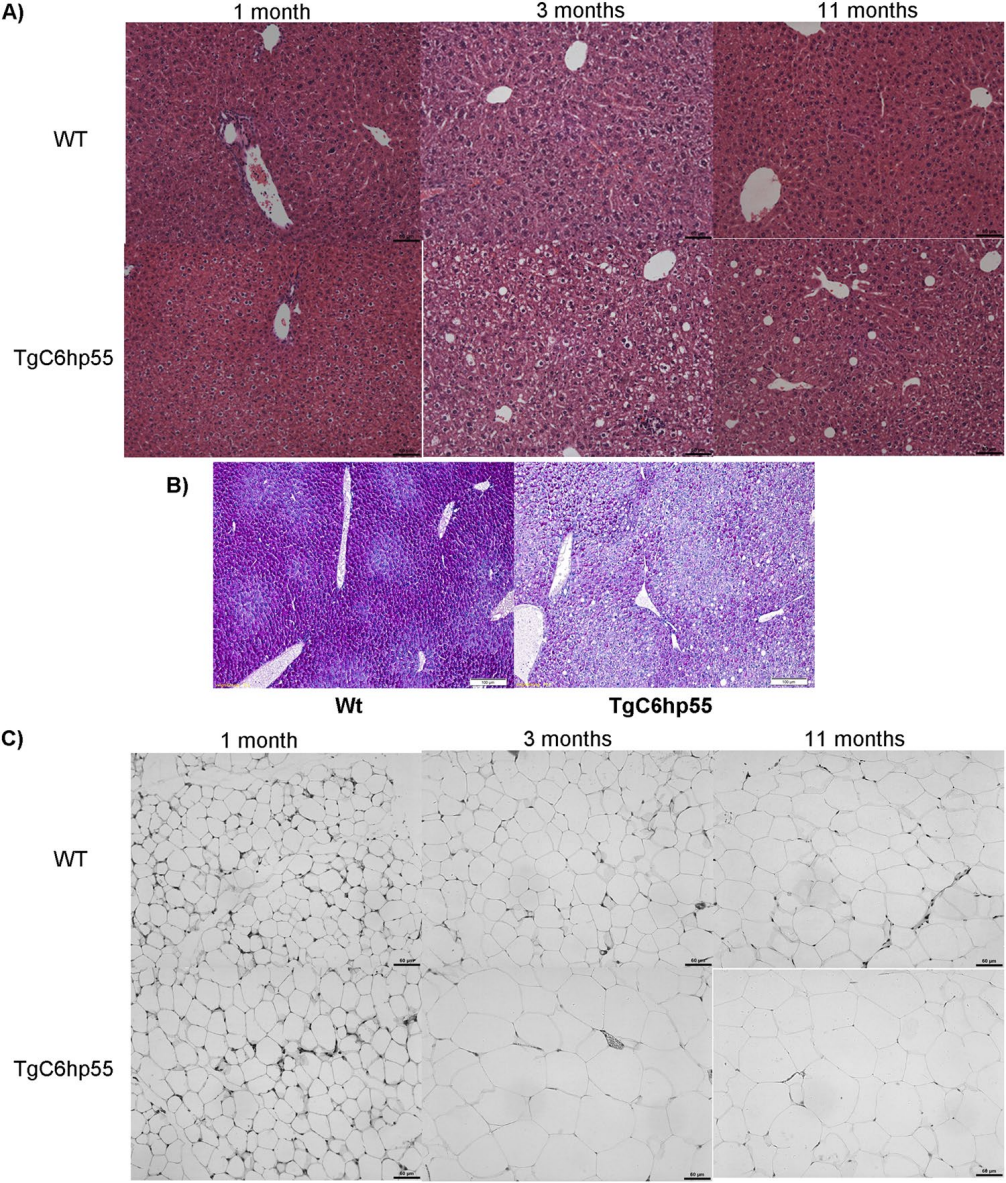
TgC6hp55 mice show histopathological alterations in their liver and white adipose tissue. **(A**) Histopathological assessment of the progressive lipid accumulation in the livers of wt and TgC6hp55 mice at the age of 1, 3 and 11 months (H/E staining). **(B)** Histopathological comparison of the glycogen content of the livers of wt and TgC6hp55 mice at the age of 3 months (PAS staining). **(C)** Histopathological comparison of the adipocyte size from the abdominal white adipose tissue of wt and TgC6hp55 mice at the age of 1, 3 and 11 months (H/E staining). N = 7–10 wt and n = 7–10 TgC6hp55. (**A**) and (**C**) are in 200x magnification/scale = 60 μm while (**B**) in 100x magnification/scale = 100 μm. PAS, Periodic acid-Schiff Stain.

Finally, additional differences associated with the above-described phenotype were found in bone morphology and metabolism (major differences) as well as in hematological, biochemical and immunological exams (minor differences) and are depicted in Supplementary Figs S4 and S5.

### The phenotype of the TgC6hp55 mice is TNF-, TNFR1- and transgene insertion-independent

To examine how the incorporation of the CollagenVI promoter-driven hTNFRI transgene in the genome led to the above-described phenotype first we aimed to verify that this phenotype depends upon TNF/TNFR1 signaling. For this purpose we crossed TgC6hp55 mice with mice in which either TNF (*Tnf* ^−/−^ mice)^32^ or TRADD – TNF Receptor Associated Death Domain - (*Tradd* ^*D/D*^ mice)^33^ have been genetically deleted. In the *Tnf* ^−/−^ mice, TNF is not produced and therefore it does not activate TNFR1, since TNF is the main ligand that binds to and activates TNFR1 (which however can also be activated by Lymphotoxin a)^34^. Additionally, in the *Tradd* ^*D/D*^ mice, TRADD which is a major component of most of the signaling cascades downstream TNFR1 (including apoptosis and NFkB activation)^33, 35^ is missing, so after the activation of (mouse or human) TNFR1, these downstream signaling cascades cannot be activated.

To our surprise, both TgC6hp55*Tnf* ^−/−^ mice and TgC6hp55*Tradd* ^*D/D*^ mice didn’t show any amelioration of the phenotype. They had increased body weight (Fig. 5A,C) and body length (Fig. 5B,D) as well as increased organ weights. Additionally, their normalized, as a % of body weight, organ weights didn’t show any major differences apart from normalized WAT weight that was still increased (Supplementary Fig. S6). Finally, in the histological examination, they displayed lipid infiltrations in their liver and increased adipocyte size in their WAT (Supplementary Fig. S7). All these results suggest that the TgC6hp55 phenotype is TNF- and Tnfr1 signaling**-**independent.

**Figure 5:**
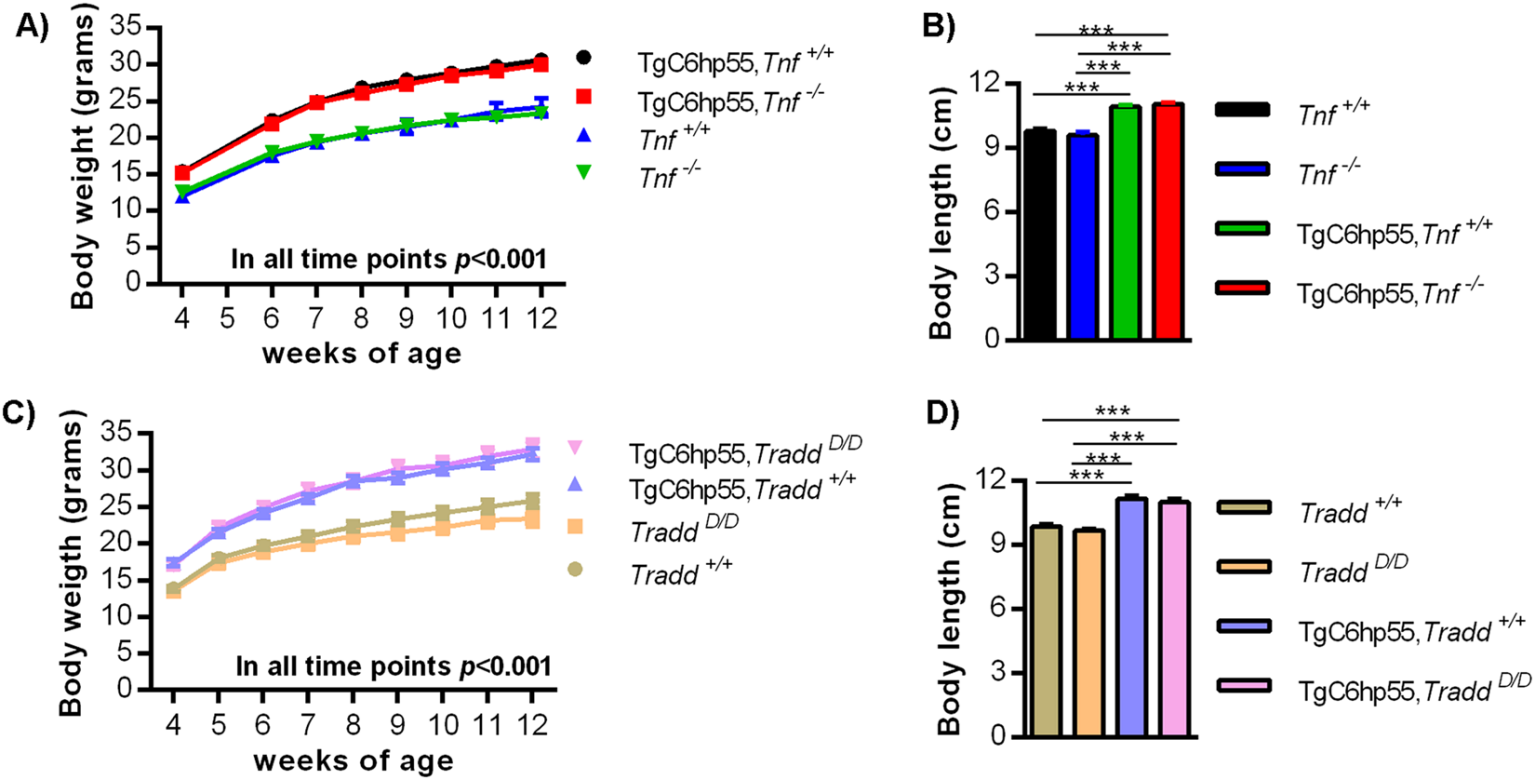
The TgC6hp55 phenotype is primary and independent of TNF, TNFR1 and insertion effects. **(A)** Body weight curve of *Tnf* ^+/+^ (n = 12), *Tnf* ^−/−^(n = 24), TgC6hp55*Tnf* ^+/+^ (n = 12) and TgC6hp55*Tnf* ^−/−^ (n = 21) mice. **(B**) Body length comparison of *Tnf* ^+/+^ (n = 6), *Tnf* ^−/−^(n = 11), TgC6hp55*Tnf* ^+/+^ (n = 6) and TgC6hp55*Tnf* ^−/−^ (n = 9) mice. **(C)** Body weight curve of *Tradd* ^+/+^ (n = 15), *Tradd* ^*D/D*^ (n = 11), TgC6hp55*Tradd* ^+/+^ (n = 19) and TgC6hp55*Tradd* ^*D/D*^ (n = 8) mice. **(D)** Body length comparison of *Tradd* ^+/+^ (n = 8), *Tradd* ^*D/D*^ (n = 7), TgC6hp55*Tradd* ^+/+^ (n = 7) and TgC6hp55*Tradd* ^*D/D*^ (n = 7) mice. Data represent mean ± SEM.

Another scenario we had to take into consideration was that of a transgene insertion locus effect. Using the Targeted Locus Amplification technique (TLA)^36^, we managed to identify the single insertion site of the transgene to be located in Chromosome 10 and specifically in the area Chr10:77533719-77533707. Additionally, the insertion was found to interrupt the genes of Icoslg and Dnmt3l that lie adjacent to this region by deleting some of their exons and therefore, in order to verify that the insertion of the transgene in the specific position and the local disturbances it caused to the native DNA were not the cause of the TgC6hp55 phenotype, we generated a second founder (as described previously). This founder also exhibited the same phenotype of increased body size as the first founder (Supplementary Fig. S8), confirming that the TgC6hp55 phenotype is not secondary to an insertion effect.

### The *hGH* minigene is expressed in the TgC6hp55 mice leading to local and systemic hGH production and downregulation of endogenous GH

Since there seemed to be no other possible explanation for the TgCh6p55 phenotype, we decided to investigate whether the *hGH* minigene was expressed. Indeed the hGH protein was detected in the serum of TgC6hp55 mice at levels of around 1.6 ng/mL as assessed by ELISA (Fig. 6A). Analysis with qPCR in different tissues detected high levels of the *hGH* mRNA in the brain (both in the whole brain and in the pituitary and the hypothalamus) and also expression in the heart and the skeletal muscle. The rest of the tissues tested (lung, kidney, spleen, WAT, BAT, ileum and colon) showed very low expression levels of hGH while no expression was detected in the liver (Fig. 6B). As explained before, the skeletal muscle and the heart are two tissues were the CollagenVI promoter is expected to be active while its expression, especially the ectopic expression in the brain, has also been described in the rest of the tissues^23, 25^. These results indicate that the expression of our *hGH* minigene is controlled by the CollagenVI promoter. The fact that the expression pattern of the *hGH* minigene is not identical with that of the TNFR1 could be explained by the potentially differential regulation of the hTNFR1 and hGH RNAs in the different tissues. For example while hTNFR1 RNA is known to be minimally regulated at the mRNA stability level, evidence suggests that hGH mRNA follows more complex patterns of regulation e.g. in brain tissue^27^.

**Figure 6:**
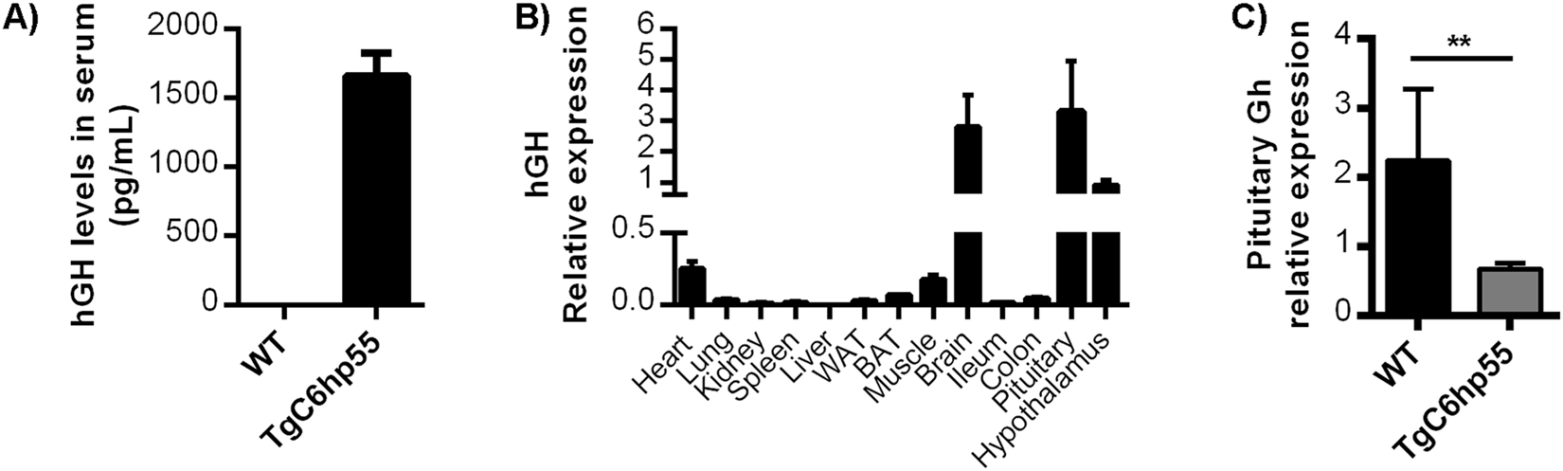
Detection of the *hGH* minigene expression in the TgC6hp55 mice. **(A)** Detection of the human growth hormone in the serum of TgC6hp55 mice using ELISA (n = 10 wt and n = 10 TgC6hp55 mice). **(B)** Q-PCR analysis for the detection of the *hGH* mRNA in different tissues of 3 TgC6hp55 mice. WAT, abdominal white adipose tissue; BAT, brown adipose tissue. **(C)** Q-PCR comparison of the mouse growth hormone produced by the pituitary of wt (n = 6) and TgC6hp55 (n = 6) mice at the age of 2, 5 months. Data represent mean ± SEM.

Finally, as previously reported in other transgenic mouse lines^15, 16, 18^, the expression of the hGH in the brain and especially in the pituitary and the hypothalamus of the TgC6hp55 mice led to an almost 50% downregulation of the endogenous *mGh* expression in the pituitary. (Fig. 6C).

### Pharmacological inhibition of the GH signaling reverses most of the TgC6hp55 phenotypic characteristics

To examine whether hGH expression is causally involved in the development of the TgC6hp55 phenotype, we used a growth hormone receptor antagonist (pegvisomant or PegV), an antibody which pharmacologically inhibits the growth hormone signaling by binding to the GH receptor and blocking the binding of the GH^37^. Initially, we separated the mice into 4 different groups: wt mice treated with PegV (wt+PegV), wt mice treated with saline (wt+saline), TgC6hp55 mice treated with PegV (TgC6hp55+PegV) and TgC6hp55 mice treated with saline (TgC6hp55+saline). Starting at 20 days of age (just before the TgC6hp55 mice begin to show a difference in body weight), the mice were injected 3 times per week following a preventive administration scheme. In order to validate the effectiveness of Pegvisomant in blocking GH signaling we measured the levels of serum IGF-1^38–40^ in all 4 groups. As shown in Fig. 7A, both groups treated with PegV showed a decrease in the circulating levels of IGF-1, confirming its effectiveness. After the 4-weeks treatment, the TgC6hp55+PegV mice were similar to the wt+saline mice in terms of body weight and body length and were significantly smaller than the TgC6hp55+saline mice (Fig. 7B,C). As for the raw and normalized organ weights (Fig. 7D,E), the results were not conclusive, since some organs (like liver or lungs) did not grow as much after the PegV treatment as compared to the saline treatment, while others (like WAT) did grow more. Probably at that early age at which we examined the mice the differences are yet not so big and also the treatment might need a longer duration in order to affect organ size substantially. However we cannot exclude the small probability that the effectiveness of PegV and/or some hGH-independent parts of the TgC6hp55 phenotype could be attributed to other mechanisms like the activation of the prolactin receptor or the expression and action of the TNFR1 transgene or some complex insertion effects. Finally, GH inhibition in the TgC6hp55+PegV mice prevented the increased hepatocyte lipid storage in their livers which appeared completely normal (Fig. 7F). In the WAT, the adipocytes of these mice, despite being bigger than the ones of the wt+saline group, they were significantly smaller than those of the TgC6hp55+saline group (Fig. 7G,H). Collectively all these data confirm that the development of the main phenotypic characteristics of the TgC6hp55 mice are prevented by the blockade of growth hormone signaling, indicating that the hGH is a key player in the development of the TgC6hp55 phenotype.

**Figure 7:**
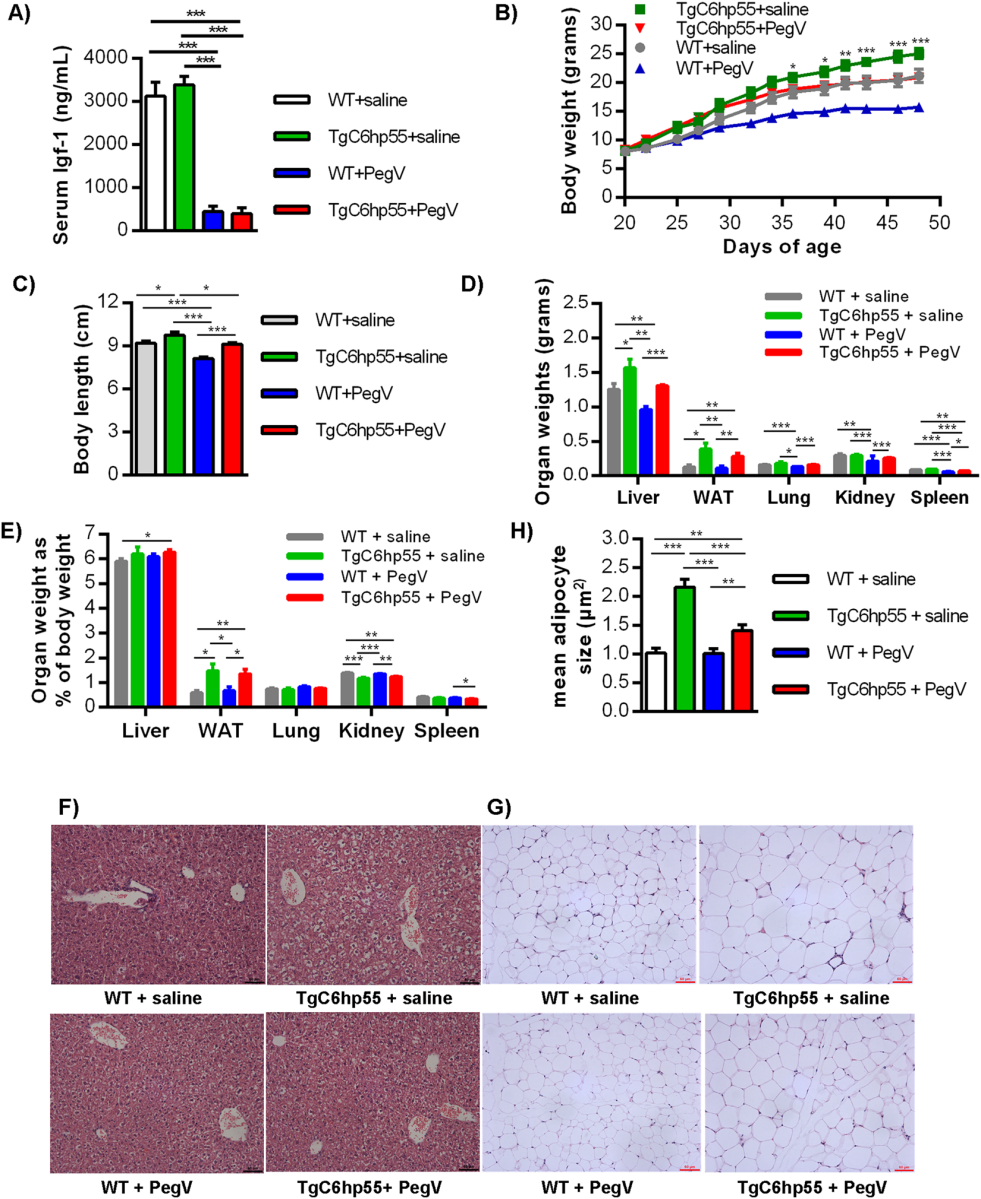
Pharmacological inhibition of the GH signaling reverses most of the TgC6hp55 phenotypic characteristics. 4 groups of mice: 8 wt received saline, 8 wt received pegvisomant (PegV), 8 TgC6hp55 received saline and 8 TgC6hp55 received PegV. **(A)** Serum levels of Igf-1 in all 4 groups. **(B)** Body weight curve. *Represent comparison between TgC6hp55+saline versus TgC6hp55+PegV. **(C)** Body length comparison. **(D)** Comparison of liver, abdominal white adipose tissue (WAT), lung (both lungs), kidney (both kidneys) and spleen weight among 4 groups. **(E)** Comparison of the normalized organ weights from (7D) expressed as % of the mouse body weight. **(F)** Histopathological assessment of the lipid accumulation in the livers of all 4 groups (H/E staining). **(G)** Histopathological comparison of the adipocyte size from the abdominal white adipose tissue of all 4 groups (H/E staining). **(H)** Quantification of the adipocyte size shown in Fig. 7F. (**F**) and (**G**) are in 200x magnification/scale = 60 μm. Data represent mean ± SEM.

Furthermore, it is well known that GH can act both locally in an autocrine/paracrine way and systemically either directly or indirectly through IGF-1^41, 42^. Therefore we used the circulating IGF-1 levels as an indicator of the possible systemic effects of the hGH^38^. As shown again in Fig. 7A, the transgenic mice had the same levels of serum IGF-1 as their wt controls. This finding means that the circulating hGH is effective either independently of the liver-produced IGF-1 or through local production and action in different tissues or both.

## Discussion

Although this is not the first time that the *hGH* minigene has been found to be expressed in a transgenic mouse line^12–18^, in this work we provide original evidence for the effects of this expression when it is driven by the mesenchymal CollagenVI promoter. As shown in Table 1, up to date, the “unexpected” expression of the *hGH* minigene and its consequences on the mouse phenotype have been studied and described only in a few mouse lines which used promoters that are specific for either the pancreas or the liver or the nervous system and therefore led to a more or less confined expression of the hGH in specific areas like the brain or the pancreatic islets. On the contrary, in our transgenic mouse line, the TgC6hp55, the *hGH* minigene expression was found in a series of tissues under the control of the CollagenVI promoter and it is the first time to our knowledge, that the expression of a *hGH* minigene is reported to drive enhanced somatic growth as well as a plethora of alterations in various parameters of the mouse physiology as described before. Additionally, by the pharmacological blockade of GH signaling we present direct evidence of the causal relationship between the *hGH* minigene expression and the observed phenotype.

**Table 1:** Other publications studying the effects of hGH minigene expression.

Publication	Mouse line	Specific for	Site of expression	Serum hGH	Detection method	Effects attributed to the hGH
Pruniau *et al*.^18^	AlfpCre	Hepatocytes	Hypothalamus, pituitary	Not examined	Q-PCR, ELISA	liver steatosis, reduced growth
Nuytens *et al*.^16^	Nbea^+/−^GH240B	no promoter	Hypothalamus, pituitary	No	Q-PCR, WB, ELISA, IF	reduced growth, obesity,
Browers *et al*.^12^	Pdx1Cre^Late^	pancreatic α- and β-cells	pancreatic β-cells	Not examined	Q-PCR, WB, IHC	altered β-cell physiology and glucose/insulin regulation
Browers *et al*.^12^	MIPCre, RIPCre	pancreatic β-cells	pancreatic β-cells	Not examined	Q-PCR, WB, IF	
Baan *et al*.^13^	MIPFoxM1	pancreatic β-cells	pancreatic β-cells	No	Q-PCR, WB, ELISA	altered β-cell physiology
Declercq *et al*.^15^	NestinCre	nervous system	Hypothalamus, pituitary	Not examined	Q-PCR, ELISA	hypopituitarism, reduced growth, liver steatosis, behavioral problems
Oropeza *et al*.^17^, Carboneau *et al*. 2016	MIPCreERT^1L*phi*^	Pancreatic β-cells	pancreatic β-cells, hypothalamus	Not examined	Q-PCR, WB	altered β-cell physiology and glucose/insulin regulation

WB, Western Blot; IHC, Immunohistochemistry; IF, Immunofluorescence.

In some of the studies referred in Table 1, local expression of the *hGH* minigene in the mouse pituitary and hypothalamus led to decreased somatic growth due to downregulation of the endogenous mouse Gh^15, 16, 18^, while in the rest, where the minigene was not expressed in the brain, no alterations in body size were found^12, 13, 17^. An important issue not clarified in most of these studies^12, 14, 15, 17, 18^ is whether the locally produced hGH makes its way into the circulation or not. The 2 studies that looked into this issue did not detect any hGH in the circulation^13, 16^.

Interestingly though, the TgC6hp55 mice exhibited increased body size with unchanged systemic Igf-1 levels, in spite of an almost 50% downregulation of the endogenous Gh. This phenotype could be attributed either to the local or to the systemic effects of the hGH or both. On the one hand, it has been shown that GH can act both locally and systemically without affecting the serum Igf-1 levels^38, 40^. On the other hand, locally produced GH, even if it accesses the circulation, may still exhibit no systemic effects^38^. Most of the tissues examined in the TgC6hp55 mice scored positive for hGH expression, which suggests local activity. Additionally, the circulating levels of hGH appear not high enough to increase systemic Igf-1 levels, but they still seem to drive systemic effects as for example in the liver where hGH is not locally produced. Therefore, the most probable explanation in the TgC6hp55 mice is that hGH acts mainly locally with some extra effects being attributed to its systemic action. Of course all these hypotheses would be interesting to be further addressed in the future.

Another interesting characteristic of the TgC6hp55 mice which we studied and described thoroughly is the perturbed insulin sensitivity and carbohydrate metabolism. Transgenic mice expressing the *hGH* minigene have also exhibited analogous effects^12–14, 17^. However, these mice were expressing the *hGH* minigene in the pancreatic islets or specifically in β-cells, making it much easier for the hGH to directly interact in an autocrine/paracrine way with the insulin production. Moreover, it is known that hGH can bind to and activate also the prolactin receptor^19^ and therefore mimic the effects of lactogens on mouse β-cells^43^. In correlation with previous studies^12^, we also found increased serotonin expression in the pancreatic islets of the TgC6hp55 mice (Supplementary Fig. S9). Since serotonin is used as a marker of prolactin receptor stimulation in the pancreas^44, 45^, this finding suggests that at least in the pancreas of the TgC6hp55 mice hGH binds to and activates the prolactin receptor. Therefore some of the effects described regarding the carbohydrate metabolism could be explained by this mechanism^12^. Moreover, the activation of the prolactin receptor by the hGH could also explain some other phenotypic characteristics of the TgC6hp55 mice such as hepatomegaly^14, 26, 28^, while it is contradictory to other findings in these mice like the increased bone mineral density and the increased adipose tissue mass^30, 46^. However, the fact that the pharmacological blockade of the growth hormone receptor reversed most of the main phenotypic characteristics of the TgC6hp55 mice (enhanced somatic growth, hepatic steatosis, increased adipocyte size etc.), suggests that the major actions of the hGH in mediating the TgC6hp55 phenotype are through this receptor, while the activation of the prolactin receptor plays a more secondary role. Nevertheless, it would be interesting in future studies to address this question in more detail.

Furthermore, the TgC6hp55 mice also exhibited an interesting phenotype of increased food intake in conjunction with increased metabolic rate and a preference in mobilizing carbohydrates in order to cover their increased energy demands during night, that has not been previously described in correlation with the *hGH* minigene.

The *hGH* minigene-expressing transgenic mice with a reduced endogenous Gh production and a reduction in body growth described above^15, 16, 18^ also show perturbations in lipid metabolism (increased triglycerides, increased adipose tissue mass, liver steatosis and deregulated genes that take part in lipid metabolism) similar to our findings, despite the increased body size of the TgC6hp55 mice^47^. However, the same features have been previously described in the context of insulin resistance and/or obesity^48, 49^, like in the transgenic mice overexpressing bovine GH in their central nervous system causing hyperphagia-induced obesity^50^. This mechanism of hyperphagia-induced obesity could explain the findings of increased adipose tissue mass in the TgC6hp55 mice and it could present a new secondary ‘side-effect’ of the *hGH* minigene expression in the brain. Of course we cannot exclude an additional effect of the locally (even in very small amounts) produced hGH on WAT, since the existing literature regarding such an issue is still debating^51–53^. Finally, the rest of the alterations observed in the skeletal, biochemical and hematological examination of the TgC6hp55 mice have also never been described before in conjunction with the hGH minigene expression.

Altogether the results from our analysis show that the unplanned expression of the hGH minigene, if/when it happens and depending on the context in which it acts, can have a plethora of effects that are or are not always restricted to the specific tissue of expression. More specifically, we have shown that the local expression of this minigene in the CollagenVI expressing mesenchymal cells can affect various aspects of the mouse physiology not only locally but also systemically. However, we cannot safely distinguish which of the phenotypic characteristics described in the TgC6hp55 mice can primary be attributed to the hGH minigene expression and which are secondary to the generally enhanced growth. The results of our study along with other recent studies underline that it is crucial for all using the hGH minigene in our mouse models to examine if it is expressed or not and the possible effects it might have to the described phenotypes, as the lack of visible growth changes does not necessarily mean that the minigene is not expressed. Finally, it would be important to examine these mice more systemically and to not only focus locally because, as we have shown in the present work, the ‘side-effects’ of the hGH minigene expression might not always be confined to a local level.

## Materials and Methods

### Mice

All mice were bred and maintained on a C57BL/6J genetic background in the animal facilities of the Biomedical Sciences Research Center “Alexander Fleming” under specific pathogen-free conditions. Experiments were approved by the Institutional Committee of Protocol Evaluation in conjunction with the Veterinary Service Management of the Hellenic Republic Prefecture of Attika according to all current European and national legislation and were performed in accordance with relevant guidelines and regulations. All mice were housed in standard cages (wood-shaving bedding) on a 12-hour day/night cycle and were fed a standard rodent chow.

### Generation of TgC6hp55 transgenic mice

The procedure for the generation of the TgC6hp55 mice has been described in the Results section. Pronuclear injection of the transgene into fertilized (C57BL/6JXCBA/J)F2 oocytes was performed in the BSRC Alexander Fleming Transgenesis Facility. The CollagenVI(a1) promoter was kindly provided by G. Bressan (University of Padova, Padova, Italy)^25^. The hTNFR1 CDS was kindly provided by D. Wallach (The Weizmann Institute of Science, Rehovot, Israel)^26^. The hGH minigene was kindly provided by R. Perlmutter (Howard Hughes Medical Institute, University of Washington, Washington, USA)^27^. For the genotyping of the mice, the primers that we used were: Forward: AGGAAATGGGTCAGGTGGAG and Reverse: CTCAATCTGGGGTAGGCACA. The conditions of the PCR were as following: annealing for 30 seconds at 66 °C declining by 1 °C per cycle until 57 °C and then at 57 °C for 30 more cycles; elongation for 1 minute at 72 °C. The generation of the *Tnf* ^−/−^ mice has been described previously^32^ while the *Tradd* ^*D/D*^ mice were kindly provided to us by M. Pasparakis (University of Cologne, Cologne, Germany)^33^.

In all the experiments we tried to use equal numbers of males and females from each genotype. Additionally, in all experiments the mice that were used were littermates or at least cohoused since their weaning day.

### Q-PCR

All reactions were performed in 96 well plates in a PTC200 Thermal Cycler from MJ Research (USA) and the data were analyzed using Opticon Monitor 3.

### Copy number calculation

For the calculation of the number of copies that were inserted into the genome of each founder and his ancestors we isolated genomic tail DNA using phenol:chlorophorm extraction. All the samples were diluted to a final concentration of 12, 5 ng/μl and 2 μl from each sample were used in each reaction. For the multiplication of the transgene we used primers that detect the exon 3 of the hTNFR1 while MAP3K8 was used as a reference gene for normalization. Finally, the human *p55* knock-in mouse was used as a control that contains 2 copies of the human p55^54^. The primer sequences were: hTNFR1 exon3F: 5′-TAC AAT GAC TGT CCA GGC CCG-3′, hTNFR1 exon3R: 5′-GCA TTT GGA GCA GCT GAG GC-3′, MAP3K8F: 5-TCC AGG CCT GTT TCC GGC-3′, MAP3K8R: 5′-CCT CCC TCG CCG GCT TCC-3′. The Q-PCR conditions were: annealing at 59 °C for 30 sec, elongation at 72 °C for 30 sec. The reactions were performed using the Quantitect Real-time PCR kit from Qiagen (Cato No. 204143).

### hTNFR1, hGH and mGh expression levels

After the mice were sacrificed, the tissues of interest (heart, lung, kidney, spleen, liver, muscle, brain, ileum, colon, abdominal white adipose tissue, interscapular brown adipose tissue, testis, pituitary and hypothalamus) were snap-frozen in liquid nitrogen. The total RNA was isolated and DNAse treated using the Absolutely RNA Miniprep Kit from Agilent Technologies (Cat. No. 400800). Reverse transcription was performed using the M-MLV Reverse Transcriptase from Promega (Cat. No. M1705). Samples were normalized to B2M (B2M F: 5′-TTC TGG TGC TTG TCT CAC TGA-3′; B2M R: 5′-CAG TAT GTT CGG CTT CCC ATT C-3′). The primers for hTNFR1 were purchased from Qiagen (QT00216993). The primers for hGH have been described by Browers *et al*.^12^, the primers for mGh have been described by Martari *et al*.^55^. All reactions were performed using the Quantitect Real-time PCR kit from Qiagen (Cat. No. 204143). The reaction conditions were: hTNFR1: annealing at 55 °C for 30 sec and elongation at 72 °C for 30 sec; hGH: annealing at 58 °C for 30 sec and elongation at 72 °C for 40 sec.

### Phenotypic characterization

#### Body weight curve

For the body weight curves the mice were weighed once per week starting at 4 weeks. Additionally, regarding the TgC6hp55 versus their wt siblings, we also compared their body weights at 1 week, 11 days, 2 weeks and 3 weeks of age.

#### microCT

The scanning was performed in a Skyscan 1172 microCT (Brucker). The bone specimens (right femur) were wrapped with gauze soaked in PBS and stored in a freezer at −20 °C. Before the scanning, they were left to defrost at RT. The scanning parameters were set at 49 kV and 100uA, the resolution was 1332 × 960 and the filter used was Al 0,5mm. The image reconstitution was performed using the NRecon program (SkyScan, Brucker).

### German Mouse Clinic phenotypic pipeline

#### ipGTT

Mice were used for the glucose tolerance test after a 16–18 hours-lasting overnight food-withdrawal. In the beginning of the test, the body weight of mice was determined. For the determination of the fasting blood glucose level, the tip of the tail was scored using a sterilized scalpel blade and a small drop of blood was analyzed with the Accu-Chek Aviva glucose analyzer (Roche/Mannheim). Thereafter mice were injected intraperitoneally with 2 g of glucose/kg body weight using a 20% glucose solution, a 25-gauge needle and a 1-ml syringe. 15, 30, 60 and 120 minutes after glucose injection, additional blood samples (one drop each) were collected and used to determine blood glucose levels and insulin levels (30, 60 min) as described before. Repeated bleeding was induced by removing the clot from the first incision and massaging the tail of the mouse. After the experiment was finished, mice were placed in a cage with plentiful supply of water and food^56^.

Insulin levels were determined by ELISA (Mercodia, Sweden).

### Insulin tolerance test

The insulin tolerance test was conducted in the early afternoon after 6 hours food deprivation that began in the early morning. Insulin (0.7 U per kg body mass) was injected intraperitoneally after measurement of baseline blood glucose from blood samples taken from the tail vein. Further blood samples were taken 15, 30, 60, 90 and 120 minutes after injection. Glucose levels were determined using a handheld glucometer (ACCU CHECK Aviva, Roche Diagnostics/Mannheim, Germany).

### Hyperinsulinemic-euglycemic clamp

As a preparatory step, a permanent jugular vein catheter was implanted in anesthetized experimental mice 6–7 days before the clamp study. For the hyperinsulinemic-euglycemic clamp, mice were food deprived for 6 hours beginning in the early morning. Mice were unrestrained and conscious during the procedure but placed in oversized rat restrainers and warmed by warming pads. To administer solutions catheters were connected to syringes in CMA402 pumps (Axel Semrau, Sprockhoevel, Germany). After 110 minutes of primed-continuous [3-^3^H] glucose infusion (1.85 kBq/min), a blood sample was collected to determine plasma insulin, glucose and [3-^3^H] glucose concentrations to calculate basal endogenous glucose production. Thereafter, a [3-^3^H] glucose infusion (3.7 kBq/min) containing insulin (15 pmol·kg^−1^·min^−1^; HumulinR, Lilly, Indianapolis, IN) begun. Blood glucose concentrations were monitored in intervals of 10 minutes. Target glycemia was achieved by adjusting glucose infusion rates. 120 minutes after beginning of the experiment, 2-[^14^C] deoxyglucose (370 kBq) was injected intravenously to assess rates of tissue specific glucose uptake. After conclusion of the experiment, mice were euthanized by intravenously injected overdose of ketamine/xylazine. Mice were dissected, tissues were collected, immediately snap-frozen in liquid nitrogen, and stored at −80 °C. Blood was also collected at culling and plasma ^3^H and ^14^C radioactivity was determined in deproteinized plasma before and after ^3^H_2_O evaporation to estimate glycolysis rates. In hepatic lysates 2-[^14^C] deoxyglucose-6-phosphate was separated from 2-[^14^C] deoxyglucose via ion-exchange columns (Poly-Prep AG1-X8, Bio-Rad, Germany). Glucose uptake rates were calculated by multiplying mean plasma glucose between 120 and 140 min (mmol/ml) by 2-[^14^C] deoxyglucose tissue content (dpm/100 g tissue), divided by 2-[^14^C] deoxyglucose plasma AUC in the same period of time. Source of radioisotopes: Perkin Elmer; samples were measured in Ultima-Gold scintillation cocktail (Tri-Carb2910TR, Perkin-Elmer, Weissenstein, Germany). Whole body glucose disposal (M value) was calculated from the tracer infusion rate, specific activity of [3-^3^H] glucose and body weight.

### Indirect calorimetry

A 48-hours indirect calorimetry trial was conducted in single caged mice having free access to food and water (32-cages PhenoMaster with activity & drinking/feeding monitoring, TSE Systems GmbH, Bad Homburg, Germany). Four data points were collected per hour (oxygen consumption, carbon dioxide production, respiratory exchange ratio, metabolic rate) resulting in a total of 192 data points. From gas exchange data we calculated oxidation rates of carbohydrates and lipids^46^. In parallel to energy expenditure, food consumption was carefully monitored. Food consumption was converted into metabolizable energy uptake using a factor of 13.047 kJ per gram food (Altromin 1324, Altromin, Lage, Germany) that was determined before the indirect calorimetry trial based on bomb calorimetric combustion of diet and feces samples.

### qNMR

The body composition was analyzed by non-invasive qNMR (Bruker MiniSpec LF50, Bruker, Ettlingen, Germany).

### Clinical Chemistry

Blood samples for clinical chemistry analyses were collected in Li-heparin coated tubes after overnight food withdrawal and from *ad libitum* fed mice. Plasma samples were analyzed using an AU480 autoanalyzer (Olympus, Germany) and adapted reagent kits provided by Beckman-Coulter, Wako Chemicals GmbH or Randox according to GMC standard procedures^57^. A small EDTA-blood sample was used by the Immunology screen for FACS analysis.

### FACS Analysis of Peripheral blood leukocytes (PBL)

PBLs were isolated from the cell pellet of 500 μl whole blood samples after centrifugation. The cell pellet is dissolved in 600 μl NH4Cl-based, Tris-buffered erythrocyte lysis solution, and 150 μl transferred into 96-well micro titer plates. After subsequent washing steps with FACS staining buffer (PBS, 0.5% BSA, 0.02%sodium azide, pH 7.45), PBLs were incubated for 20 min with Fc block (clone 2.4G2, PharMingen, San Diego, USA). Cells were then stained with fluorescence-conjugated monoclonal antibodies (PharMingen). After the antibody incubation, propidium iodide was added for the identification of dying/dead cells^45^, which might bind antibodies unspecifically, and/or loose specific antigens upon apoptosis^44^. Samples were acquired from 96 well plates and measured in one of our two threelaser 10-color flow cytometers (LSRII, Becton Dickinson, USA; Gallios, Beckman Coulter, USA). A total number of 10.000–30.000 living CD45+ per sample is reached. For analysis, intact cells are first identified by their FSC/SSC profile. These cells were gated on the basis of their propidium iodide/PE signal (compensated parameters), allowing the dead cells to be gated out. Living cells were then gated using their SSC/CD45 signal, gating out remaining erythrocytes, thrombocytes and debris^58^. CD45+ cells are subsequently analyzed by software based analysis (Flowjo, TreeStar Inc, USA; SPICE^59^. In former experiments, FMO (Fluorescence minus one) controls from wild-type mice have been used to define ‘positive’ and ‘negative’ regions^60^.

### Immunohistochemical analysis

The IHC was performed using the streptavidin-peroxidase method with an automated immunostainer (DiscoveryXT; Roche, Penzberg, Germany) in paraffin-embedded tissue. After heat-induced antigen retrieval with EDTA (pH 8), we used the primary antibody anti-serotonin (5-HT) ABIN617893 from https://www.antibodies-online.com/antibody/617893/anti-5-Hydroxytryptamine in a dilution 1:100. We repeated the procedure two times with an appropriate positive control (neuroendocrine cells in murine gut) and a negative control (without the primary antibody) to confirm the specificity of the staining. Secondary antibody and blocking against nonspecific binding was performed according to antibody information. DAB and hematoxylin as contrast were used for visualization of the reaction peptide-hormone-antibody. Cytoplasmic staining was considered a positive reaction. Images for illustration were made by the slide-scanning system, NanoZoomer 2.0 HT (Hamamatsu Photonics K.K.; Hamamatsu City, Japan).

### DEXA

After anesthesia, the weight and length of the mouse were recorded, and the mouse was placed in the analyzer (pDEXA Sabre X-ray Bone Densitometer, Norland Medical Systems Inc., Basingstoke, Hampshire, UK). Whole body analysis excluding the skull was performed (Scan speed 20 mm/s, Resolution 0.5 mm × 1.0 mm, HAW 0.020).

### Histopathological analysis

The tissues were isolated from the animals, washed in PBS and fixed in formalin at 4 °C overnight. After that they were embedded into paraffin, cut with a microtome and stained with either Hematoxylin/Eosin (H/E) or Periodic acid-Schiff (PAS). Photos were taken with a Nikon Eclipse E800 microscope equipped with a Q Imaging ExiAqua camera using the Bioquant Q-capture Pro7 program. Adipocyte size was calculated using the Adiposoft program.

### Transcriptome analyses

Transcriptome analyses from liver samples of four transgenic and four wildtype male mice at the age of 21 weeks were performed following total RNA extraction (RNAeasy Midi kit, Qiagen). Illumina Mouse Ref-8 v2.0 Expression BeadChips were employed as previously described^61^. Illumina GenomeStudio 2011.1 was used for data normalization (cubic spline) and statistical analysis for the identification of differential gene expression was performed with SAM (Significance Analysis of Microarrays, fold change >1.7, FDR < 1%)^62^. 

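A SAM statistic, with its fudge constant and all 70 permutations of the 8 livers, was computed on the authors' cubic spline normalized intensities, on the log2 scale, for the 8540 features described in the results. At a fold change over 1.7 and an FDR under 1%, 352 features differed between the TgC6hp55 and the wild type livers, 223 higher and 129 lower. Without the fold threshold 551 passed. The threshold on the statistic that gave these calls was a delta of 1.29, at an estimated FDR of 0.949%. Limma, applied to the quantile normalized intensities with the same fold threshold and an adjusted p under 0.01, called 287 features, 170 higher and 117 lower, of which SAM called 283. The fold was measured differently, in SAM as the ratio of mean linear intensities and in limma as the difference of mean log2 values after the added offset. In place of these 287, median scaling between the arrays gave 170 and a plain unpaired test of each gene gave 134.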

Over-represented functional annotations were obtained using Qiagen’s Ingenuity Pathway Analysis (Qiagen Redwood City). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^63^ and are accessible through GEO Series accession number GSE95345.

### Identification of the insertion site

The identification of the insertion site was performed by the Cergentis company (Utrecht, Netherlands) using a TLA (Targeted Locus Amplification) sequencing technique^36^.

### Human Growth Hormone and mouse IGF-1 detection

Human Growth Hormone (hGH) was detected and quantified in the serum of TgC6hp55 mice using a Growth Hormone (GH) Human SimpleStep ELISA Kit from Abcam (ab190811). Serum from wt mice did not give any signal. Mouse IGF-1 was detected and quantified in the serum of wt and TgC6hp55 mice using an IGF-1 (mouse/rat) ELISA from ALPCO (Cat. No. 22-IG1MS-E01).

### Treatment with Pegvisomant

Pegvisomant was kindly provided by Pfizer (New York, USA).

Starting at 20 days of age, the mice were first weighed and then injected intraperitoneally every Monday-Wednesday-Friday morning with either 250 mg/kg Pegvisomant (experimental groups) or saline (control groups) according to Liao *et al*.^64^ for 4 weeks. After the end of this period the mice were sacrificed, their organs were weighed and liver and abdominal white adipose tissue were collected for histopathological examination. Additionally, blood serum was collected in order to measure mouse IGF-1 as an indicator of the effectiveness of the treatment.

### Statistical analysis

In every comparison we made, we first examined if the data in each group follow a Gaussian distribution using D’Agostino-Pearson Omnibus normality test, Shapiro-Wilk test and Kolmogorov-Smirnov test with Dallal-Wilkison-Lilliefor P value. If the data indeed followed a Gaussian distribution, we compared them using unpaired t-test or unpaired t-test with Welch’s correction if the variances of the different groups compared were significantly different according to the F-test. On the contrary, if the data were not normally distributed, we compared them using the Mann-Whitney test. Finally, for multiple statistical comparisons on a single data set we used the ANOVA test. Significance is shown in graphs as *p < 0.05, **p < 0.01, ***p < 0.001.

## Electronic supplementary material

Supplementary PDF File

How the deposited data were processed for this re-analysis (not part of the article)

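The data are liver mRNA levels of 4 wild type and 4 TgC6hp55 male mice, aged 21 weeks, each measured on 1 Illumina Mouse Ref-8 v2.0 Expression BeadChip. The authors processed the arrays in GenomeStudio 2011.1. Their first table holds, for each array, intensities on a linear scale with no normalization between arrays, rounded to whole numbers, and detection p-values, which state how far a probe stands above the negative control beads of its array. Negative intensities show that a background had been subtracted in this table. Their second table holds intensities after cubic spline normalization, on a linear scale and also rounded, with the same median of 15 on every array. On each array both tables rank the probes in nearly the same order. The descriptions of the 4 TgC6hp55 samples all carry the same replicate number, so columns were matched to samples by the number in the sample titles. The replicates were not pooled.

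Analyses were done in R 4.3.3 with limma 3.58.1. Intensities of the first table were corrected by normexp with parameters estimated from the detection p-values, an offset of 16 was added, and values were quantile normalized and put on the log2 scale (the neqc function). A probe entered where its detection p was under 0.05 on at least 4 of the 8 arrays, which left 11100 of 25697 probes. The array annotation gives 1 gene symbol for 23978 probes and none for 1719. Of these symbols, 23971 matched a name in the RefSeq annotation of GRCm38.p6 and 7 did not, and 8 older symbols were changed to the current ones. The files name no genome build, so this annotation served only for gene names, chromosomes and the order of neighbouring genes. Where a gene had several probes, the 1 with the highest mean over all 8 arrays stood for it, and no gene had probes that passed in opposite directions. Groups were compared by lmFit and eBayes (TgC6hp55 minus wild type, two-sided, no covariate), with Benjamini-Hochberg adjusted p-values over 8540 features and a threshold of 0.05. A second count used the thresholds that the paper gives for SAM, a fold over 1.7 and an FDR under 1%. The first 2 principal components of the 8 livers hold 61.6% and 11.8% of the variance. Correlations between arrays across genes were 0.986 to 0.992 within the wild type group, 0.982 to 0.992 within the TgC6hp55 group and 0.957 to 0.970 between the groups. In data simulated with 4 livers per group and 8540 genes, the same limma test recovered 42.4% of genes changed by 0.5 on the log2 scale, 91.0% of those changed by 1 and 100% of those changed by 2, with 2.5% false calls, and called 0 genes where none was changed. There, 66 or 67 genes changed at each size, fewer than in the livers, and noise was independent between genes. Background correction, the detection filter and the choice of probes were not simulated, so these rates may not hold for the real arrays.

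Gene lists were tested with camera (preset correlation of 0.01, and an estimated correlation beside it), and with fry, and the counts of members were also adjusted over the list alone. Genes were named by this rule: every gene that the paper's text names and the array carries, the 12 largest increases and the 12 largest decreases among changed genes whose groups do not overlap, and up to 4 changed members of each list by the size of their change, or up to 2 with the smallest p where none changed. Of the 100 measured genes that this rule picks, 82 passed. The alternatives were no further background correction, median scaling between arrays, the authors' cubic spline normalized intensities, no filter on dim probes, a detection p under 0.01, all probes kept, a variance trend with robust estimation, array weights, the replicate number as a block, SAM, a plain unpaired test of each gene, and each liver left out in turn. SAM was computed with its own statistic and all 70 permutations, since the original program was not used here. When a liver was left out, the tested probes stayed those of all 8 arrays. This was settled after a first run, in which the filter had been applied again to the 7 remaining arrays and genes detected in TgC6hp55 livers alone had dropped out. Ingenuity Pathway Analysis, which the authors used for functional annotation, was not repeated here, and the lists stand in its place. The array measures mouse mRNA, and the hGH minigene was not analysed here.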

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

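The tests of genotype, of the share of hepatocytes and of macrophages, and the other splits of the livers for the medians of single lists, which make no allowance for the choice of these lists among 31, were chosen only after the results were seen.

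Genes known for male-biased or female-biased expression in mouse liver, which the paper does not discuss, had the lowest camera p-values of the 31 lists tested. Of 25 measured male-biased genes, 23 were lower and 1 was higher in the TgC6hp55 livers, also when adjusted over the list alone. Their median log2 fold change was -2.46 (camera adjusted p = 2.25e-37, and 0.00259 with the estimated correlation). The gene that was higher was Nrg4, at 0.56, picked for naming after its value was seen. It did not pass with median scaling (adjusted p = 0.189) or in SAM with its fold threshold. Of 35 listed female-biased genes, 24 had a probe and 13 were measured, of which 11 were higher and 0 lower (12 higher when adjusted over the list alone). Their median was 3.45, or 3.42 with genes at their bounds (camera adjusted p = 2.85e-24, and 0.00259 with the estimated correlation). A gene detected in the 4 TgC6hp55 livers alone passes the detection filter, as A1bg, Cyp2b13 and Cux2 did. The filter thus favours female-biased genes that are high there, which may raise the median and the share that passed. With no filter on dim probes, which takes in all 24, the median was 0.23, and 11 were again higher. With no further background correction it was 5.32. For each list taken alone the splits of the livers argue against chance. Of the 35 splits of the 8 livers into 4 and 4, only the real one (1 of 35) gave a median as far from 0, and the highest of the other splits was 1.76 for the male-biased and 2.19 for the female-biased list. The tables argue against TgC6hp55 samples taken from female mice. The Y-linked gene Eif2s3y was detected in all 8 livers, with a log2 signal of 7.74 ± 0.26 (SD, n = 4) in wild type and 7.47 ± 0.13 (SD, n = 4) in TgC6hp55 livers. The median difference of the 3 measured Y-linked genes was -0.26, under the bound of 0.5 set for it. That bound also asked for detection in every liver, which held for Eif2s3y but not for Kdm5d and Uty, which lie near background in both groups. Both probes for Xist were detected on 0 of the 8 arrays, and no female liver was measured to show that they can detect it. The tables also argue against the normalization between arrays, since the gap between the medians of both lists was 5.91 here and 6.00 to 8.89 under the other normalizations. They argue against DNA of the CBA/J strain carried along with the transgene as a source that acts directly on genes of its own chromosome 10. Of the 35 changed genes of both lists, 1 lies there (2.86%), against 5.11% of all measured genes. Nearly all measured members changed, so that this share mainly reflects where the listed genes lie. An effect of such DNA on genes of other chromosomes was not tested. Signal shared between paralogs, such as the Cyp2b genes, was not tested and stays open for single genes. In 4 of the 4 TgC6hp55 livers the male-biased median lay under and the female-biased median over the wild type mean, which restates the difference between the groups and is no test of its source. The hGH that the paper measured in the serum of the TgC6hp55 mice stays open as a candidate explanation. The arrays cannot separate it from any other difference that follows the genotype, such as the human TNFR1 transgene or the weight of the mice. None of these was tested for the sex-biased genes. For the phenotype, the paper did test hGH and the TNFR1 transgene, but reports no such test of the weight of the mice. It detected no human TNFR1 mRNA in the liver, and liver lipid stayed raised without Tnf or Tradd. Blocking the GH receptor with pegvisomant prevented that lipid storage. The paper states that it could not safely separate traits due to hGH from those secondary to the enhanced growth. It also leaves a small probability that other mechanisms, the TNFR1 transgene among them, played a part.

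Of 26 interferon targets, 19 were higher in the TgC6hp55 livers, with a median of 0.76 (camera adjusted p = 6.59e-11, and adjusted p = 0.151 with the estimated correlation). With median scaling 7 were higher. Of the 35 splits, only the real one (1 of 35) gave a median as far from 0, with 0.61 as the highest of the others. This argues against chance for the list taken alone, at the smallest share that 35 splits can give, but not for a list chosen among 31. The median over these genes was higher in every TgC6hp55 liver than in every wild type liver (exact permutation test, two-sided p = 0.0286, the smallest that 4 livers against 4 allow). Of the 19 changed targets, 0 (0%) lie on chromosome 10, which argues against a direct effect of DNA carried along with the transgene there. This share depends on where the listed genes lie, and an effect of such DNA on other chromosomes was not tested. A lower share of hepatocytes raises the markers of other cell types alike, and the comparison per liver argues against it as the whole source. The interferon median exceeded that of endothelial and stellate cell markers by 0.47 (permutation test over the genes, p = 7.6e-04), and by 0.50 over the 17 targets and 10 markers with a log2 signal over 6 in both groups (p = 0.0293). Both p-values are too small, since the test treats genes as independent. The estimated correlation between genes was 0.28 for interferon targets, 0.48 for endothelial and 0.37 for stellate cell markers. Per liver, the gap between the medians was 0.34 or more in the TgC6hp55 and 0.10 or less in the wild type group (exact permutation test, p = 0.0286). It was 0.46 to 0.48 under the other normalizations, and only with no further background correction did the livers of the groups overlap (exact permutation test, p = 0.0857). More macrophages in the TgC6hp55 livers cannot be told apart from a response within the cells. The interferon median differed from the macrophage marker median by -0.15 (permutation test, p = 0.308). Per liver, the macrophage medians of the groups overlapped (exact permutation test, p = 0.0857), and wild type replicate 3 had a macrophage median of 0.87 with an interferon median of 0.21, while TgC6hp55 replicate 1 had 0.84 with 0.67. For the macrophages, the value lay within the range that the explanation needs, and the overlap of the groups per liver keeps it open, a stricter reading chosen after the values were known.

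In 13 of the 200 groups of 4 livers examined for the named genes, 1 liver lay far from the other 3. The measure was Dixon's ratio of its gap to the range of the group. Chance gives about 1 in 20, so that the number found is close to what chance gives. In the wild type group these were Gbp3 (0.952) and Cela1 (0.849) in replicate 3, both high, Igf1 (0.932, low) and Marco (0.836, high) in replicate 4, and Fabp5 (0.851) and Pecam1 (0.872) in replicate 1, both low. In the TgC6hp55 group they were Hsd3b5 (0.875) and Cyp4a12a (0.854) in replicate 1, both high, Ifit3 (0.889) and Vldlr (0.833) in replicate 2, both high, and Stbd1 (0.934, high), Cd79b (0.847, high) and Serpina12 (0.862, low) in replicate 4. Hsd3b5 and Cyp4a12a in the TgC6hp55 group and Marco in the wild type group were each detected on 1 array of that group, near background. No explanation was tested for these 13 cases.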

How the results depend on the processing

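All alternatives were planned, but the set of probes tested when a liver is left out was settled after a first run. Of 1893 comparisons of named genes with an alternative, 1668 kept direction and call, 219 lost the call, 6 gained one and 0 reversed, and 47 of the 82 named genes that passed did so in every alternative with a p. Changed features were 293 with median scaling (152 higher, 141 lower, 290 of them among the 942), 624 with no further background correction (356 higher, 268 lower) and 585 with the plain unpaired test (322 higher). With each liver left out they ranged from 620 (without wild type replicate 2) to 910 (without TgC6hp55 replicate 4), with 364 to 545 higher and 256 to 365 lower. With other settings they ranged from 742 (no filter on dim probes) to 1091 (array weights). At the paper's thresholds, 287 became 170 with median scaling and 134 with the plain unpaired test. The replicate number as a block gave 923, of which 817 were among the 942. Livers of equal number in both groups deviated alike with correlations across genes of 0.011 (number 3) to 0.159 (number 1). Those numbered 1, 2 and 4 matched their own number in the other group best, and those numbered 3 matched number 4 better. Whether the numbers mark pairs stays open. The main comparison did not use them, since neither the paper nor the labels give them such a meaning. The files name no slide, so a slide block was not run. SAM and the plain unpaired test give no list test. List medians lost or gained an adjusted p under 0.05 in limma's camera as follows. Obesity markers lost it with no filter (0.076, adjusted p = 0.0854) and with a detection p under 0.01 (0.51, adjusted p = 0.0563), and drug-metabolising enzymes with median scaling (0.026, adjusted p = 0.121). Cell cycle genes gained it with median scaling (0.097, adjusted p = 0.0117) and all probes kept (0.11, adjusted p = 0.0194), and, with leave-one-out medians of 0.079 to 0.16, without wild type replicate 2 or 3 or TgC6hp55 replicate 2. Pancreatic acinar markers lost it with no further background correction (-2.24, adjusted p = 0.0572), with a detection p under 0.01 (-2.11, adjusted p = 0.0526) and, with leave-one-out medians of -2.28 to -0.43 (the latter without wild type replicate 3), without wild type replicate 3 or TgC6hp55 replicate 1, 3 or 4. The other lists stayed on their side of 0.05 in every alternative that gives a camera p, all at the preset correlation of 0.01. With the estimated correlation, only the male-biased and female-biased lists had a camera adjusted p under 0.05 (0.00259 for each). The calls of all other lists were lost there, among them those of interferon targets (0.151) and fatty acid oxidation (0.107). The causes were not tested, apart from the fewer livers when one is left out. Genes near the background of the arrays have folds that are limited by it, which holds for 23 features detected in no wild type and 9 detected in no TgC6hp55 liver.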

Other observations

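The splits of the livers for the median of the fatty acid oxidation list were chosen only after that result was seen, among 31 lists, while the splits for the counts of changed features and the test of the genes around the insertion site were set before.

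The splits of the livers argue against chance for the number of changed features. Of the 35 splits of the 8 livers into 4 and 4, only the real one (1 of 35) gave as many as 942, and the highest of the others gave 1. At the paper's thresholds only the real split (1 of 35) gave as many as 287, and the highest of the others gave 0. For fatty acid oxidation and ketogenesis, only the real split (1 of 35) gave a median as far from 0 as 0.28, and the highest of the others was 0.25. This is the smallest share that 35 splits can give. It argues against chance for the list taken alone, with no allowance for its choice among 31 lists, but does not exclude it. The list's camera adjusted p was 0.107 with the estimated correlation. The margin is small, since the real median ranged from 0.23 (without wild type replicate 4) to 0.35 with a liver left out, and was 0.20 with no filter on dim probes and 0.14 with median scaling.

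Of 14 measured genes of GH signalling and the IGF axis, 3 were lower and 0 higher in the TgC6hp55 livers, also when adjusted over the list alone (median 0.024, mean -0.15, camera adjusted p = 0.711). Igf1 was lower by -0.47 (standard error 0.12, adjusted p = 0.0230), and did not pass with median scaling (0.0948). It passed in 3 of the 8 fits that each leave out a liver, with adjusted p from 0.0580 to 0.0709 without wild type replicate 1, 2 or 3 or TgC6hp55 replicate 2 or 3. It also did not pass with no further background correction, with the replicate block, in the plain unpaired test or in SAM. The paper reports equal serum levels of the IGF-1 protein in TgC6hp55 and wild type mice (Fig. 7A), measured in younger mice that had been injected with saline, so that age and treatment differ from those of the mice used for the arrays. Igfbp2, given above among the obesity markers, is the second gene of this list that was lower. Bcl6, at -1.93 (standard error 0.50, adjusted p = 0.0281), did not pass without wild type replicate 1, 2 or 4 or TgC6hp55 replicate 1, 3 or 4 (0.0544 to 0.0751), nor with no further background correction, the authors' normalized values, no filter on dim probes, a variance trend with robust estimation, the plain unpaired test or SAM. Of the other genes that the paper names, Ghr had a log2 fold change of 4.9e-04 (adjusted p = 0.999) with its brightest probe and of 0.45 (adjusted p = 0.115) with another, each detected on all 8 arrays. Neither passed. B2m had a log2 fold change of 0.038 (adjusted p = 0.870), Map3k8 0.035 (adjusted p = 0.919) and Col6a1 0.25 (adjusted p = 0.317). The probes of Gh, Ghrh, Tnfrsf1b and Dnmt3l were detected on 0 of the 8 arrays and those of Lta on 2 and 3. No probe carries the symbols Icosl, Prlr or Tradd.

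Of 34 drug-metabolising enzymes, 12 were higher and 4 lower (16 and 6 when adjusted over the list alone, median 0.17, or 0.026 with median scaling, camera adjusted p = 0.0206, and 0.115 with the estimated correlation), and the higher ones numbered 7 without wild type replicate 2, 8 without TgC6hp55 replicate 1 or 3 and in the plain unpaired test, 6 with median scaling and 5 in SAM. Among those that passed, the largest changes were those of Cyp2c39 with 1.87 (detected on 2 of the 4 wild type arrays), Aox3 with -1.60, Cyp2a5 with 1.54 and Ugt2b1 with -1.29. Other probes for Cyp2a5 gave 1.23, 2.47 and 2.53. Of 12 cell cycle genes, 2 were higher and 0 lower, also when adjusted over the list alone (median 0.12, camera adjusted p = 0.0686). These were Ccnd1 with 2.44 (standard error 0.18, adjusted p = 3.25e-06), for which other probes gave 2.36 and 1.60, and Cdc20 with 0.71 (adjusted p = 0.0434), detected on 3 of the 4 wild type arrays. Cdc20 did not pass without wild type replicate 1, 2 or 4 or TgC6hp55 replicate 1, 3 or 4, nor with other background correction or normalization, no filter on dim probes, array weights, the plain unpaired test or SAM. Of 14 clock genes, 0 passed in limma, over all features or over the list alone, with 1 at an unadjusted p under 0.05, and the plain unpaired test and SAM, even without its fold threshold, called 0 (median 0.038, camera adjusted p = 0.906). The genes with the smallest p were Usp2 (0.37, adjusted p = 0.0796) and Per1 (0.58, adjusted p = 0.210). Without TgC6hp55 replicate 1, 2 clock genes were higher, Per1 (0.84, adjusted p = 0.0461) and Bhlhe40 (0.70, adjusted p = 0.0447), the latter picked for naming after its value was seen.

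The macrophage markers that were higher were C1qb (1.30, adjusted p = 0.0340), C1qa (1.19, adjusted p = 0.00977), Adgre1 (0.91, adjusted p = 0.0313) and Marco (0.72, adjusted p = 0.0411), which was detected on 1 of the 4 wild type arrays and is at least 1.45-fold higher. Another probe for Adgre1 gave 0.50 (adjusted p = 0.201) and did not pass. C1qa alone kept its call in all 8 fits that each leave out a liver and with median scaling. None of the 4 passed with no further background correction, with no filter on dim probes or in the plain unpaired test. Adgre1 and C1qb also did not pass with the authors' normalized values or in SAM, C1qb with a variance trend and robust estimation, and Marco with the replicate block. The endothelial markers that were higher were Fcgr2b (0.69, adjusted p = 0.0103) and Pecam1 (0.47, adjusted p = 0.0133), and other probes for them gave 0.37 and 0.17 and did not pass. With median scaling, and in SAM with its fold threshold, neither gene passed, and Fcgr2b did not pass in the plain unpaired test. Of 11 stellate cell and fibroblast markers, 1 was higher, Col5a1 (0.45, adjusted p = 0.0468, list median 0.14, from 0.038 to 0.22 with a liver left out and 0.32 with no further background correction, camera adjusted p = 0.447, 0 when adjusted over the list alone), and it did not pass without wild type replicate 1, 2 or 3 or TgC6hp55 replicate 2, 3 or 4, nor with other background correction or normalization, no filter on dim probes, a variance trend with robust estimation, the plain unpaired test or SAM. Of 3 erythroid markers, 1 was lower, Alas2 (-2.60, adjusted p = 2.75e-05). The globin genes Hba-a1 (adjusted p = 0.322) and Hbb-bt (adjusted p = 0.716) did not pass (list median 0.22, from 0.0013 to 0.45 with a liver left out, camera adjusted p = 0.571). Of 3 pancreatic acinar markers, 1 was lower, Cela1 (-2.12, adjusted p = 2.00e-04), with a list median of -2.11 (camera adjusted p = 0.0384, and 0.457 with the estimated correlation). With no filter on dim probes this median was -1.31 over 9 markers, without wild type replicate 3 it was -0.43, and the camera call of the list was lost without it or without TgC6hp55 replicate 1, 3 or 4. Cela1 was detected in all 8 livers, and Cela2a (adjusted p = 0.325) and Amy2a5 (adjusted p = 0.500) did not pass. None of 3 T cell, 1 B cell, 4 neutrophil and 2 cholangiocyte markers passed over all features in limma, SAM (even without its fold threshold) or the plain unpaired test (camera adjusted p = 0.591 for T cell and 0.939 for neutrophil markers). At an unadjusted p under 0.05, and when adjusted over the list alone, 1 T cell marker was higher. This was Cd3g (0.35, adjusted p = 0.0739), which passed with the authors' values (0.0377), with array weights (0.0370) and without TgC6hp55 replicate 4 (0.0331). The globin, acinar and erythroid genes Hba-a1, Hbb-bt and Amy2a5 were picked for naming after their values were seen, as was Cela2a. None of the 7 adipocyte and 10 skeletal muscle markers with a probe was detected on enough arrays to be measured.

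The hypothesis that the insertion or DNA carried along with it changed neighbouring genes was tested on the 40 measured genes nearest to Dnmt3l on chromosome 10. Of these, 3 changed (7.5%), against 11.0% of the other genes (one-sided Fisher's exact test, p = 0.831), so that no gathering of changed genes was seen there. These were Lrrc3 (-0.45, adjusted p = 0.0372), which did not pass without wild type replicate 1, 2 or 4 or TgC6hp55 replicate 2, 3 or 4, nor with other background correction or normalization, no filter on dim probes, the replicate block, the plain unpaired test or SAM, Plpp2 (0.52, adjusted p = 0.0169) and Fgf22, detected in no TgC6hp55 liver and at least 1.21-fold lower. Plpp2 and Fgf22 were picked for naming after their values were seen. In the list of 10 measured genes next to the site, 1 was lower, Lrrc3, and 0 were higher, also when adjusted over the list alone (median 0.077, mean -0.026, camera adjusted p = 0.906).

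The fry test of limma asks whether the genes of a list move, on balance, in 1 direction, without comparing them with other genes, and its mixed form whether they change in either direction. Adjusted over the lists, the adjusted p of limma's fry was 2.48e-04 for fatty acid oxidation and for the acute phase, 4.96e-04 for TNF and NF-kB targets and for drug-metabolising enzymes, 0.00183 for obesity markers, 0.00413 for interferon targets, 0.00783 for the proteasome, 0.00832 for ER chaperones, 0.0315 for endothelial and 0.0709 for macrophage markers, and 0.0372 for the cell cycle. For the male-biased and female-biased lists it was 1.30e-07 and 6.24e-08. The other lists had an adjusted p of 0.0832 or more. In its mixed form the adjusted p was 6.86e-07 for fatty acid synthesis, 3.50e-07 for fatty acid uptake, 2.59e-04 for triglyceride synthesis, 5.12e-06 for bile acids, 0.0114 for glycolysis, 0.227 for glycogen, 9.55e-04 for amino acid catabolism, 0.0617 for the urea cycle, 0.00147 for amino acid synthesis and 0.434 for cholesterol synthesis. The mixed fry test also gave 0.00342 for GH signalling, 0.0223 for the genes next to the insertion site and 0.0290 for erythroid markers. Since it makes no comparison with other genes, it does not show a gathering of changes at the site. Median, mean and camera direction of a list differed in sign for GH signalling, fatty acid synthesis, cholesterol synthesis, amino acid catabolism, the genes next to the insertion site and the erythroid markers, none of which passed in camera.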
